# The PECAn image and statistical analysis pipeline identifies Minute cell competition genes and features

**DOI:** 10.1038/s41467-023-38287-x

**Published:** 2023-05-10

**Authors:** Michael E. Baumgartner, Paul F. Langton, Remi Logeay, Alex Mastrogiannopoulos, Anna Nilsson-Takeuchi, Iwo Kucinski, Jules Lavalou, Eugenia Piddini

**Keywords:** Software, Image processing, Statistical methods, Developmental biology

## Abstract

Investigating organ biology often requires methodologies to induce genetically distinct clones within a living tissue. However, the 3D nature of clones makes sample image analysis challenging and slow, limiting the amount of information that can be extracted manually. Here we develop PECAn, a pipeline for image processing and statistical data analysis of complex multi-genotype 3D images. PECAn includes data handling, machine-learning-enabled segmentation, multivariant statistical analysis, and graph generation. This enables researchers to perform rigorous analyses rapidly and at scale, without requiring programming skills. We demonstrate the power of this pipeline by applying it to the study of Minute cell competition. We find an unappreciated sexual dimorphism in Minute cell growth in competing wing discs and identify, by statistical regression analysis, tissue parameters that model and correlate with competitive death. Furthermore, using PECAn, we identify several genes with a role in cell competition by conducting an RNAi-based screen.

## Abstract (web summary)

The 3D nature of clones makes sample image analysis challenging. Here the authors report PECAn, a pipeline for image processing and statistical analysis of complex multi-genotype 3D images, and apply this to the study of Minute cell competition in drosophila.

## Introduction

With the advent of safe, non-invasive tools for generating and marking genetically distinct subpopulations of cells within intact organisms, clonal analysis has become a common tool for the study of heterogeneous cell populations and mosaic tissues (Reviewed in^1^). These tools come in many forms but achieve a common goal: a subset of cells within a tissue acquire a genetic alteration absent in the surrounding tissue, creating genetically distinct territories of cells.

While this technique presents unique avenues for investigating tissue biology, extracting information from mosaic tissues by microscopic analyses is often a bottleneck. The resulting images, typically acquired by 3D confocal microscopy, are information rich and provide insights on phenotypes, such as signal intensity of reporters, clone numbers, clone size, shape and apoptosis. Extracting this information, however, is time consuming and complicated. In recent years, a number of powerful image analysis tools have been developed, including image analysis environments enabling construction of custom algorithms, such as CellProfiler^2^, and more targeted software, such as tools for analysis of morphogenesis and cell shape in situ^3–5^ and machine-learning enabled segmentation of twin-spot clones^6^. However, there are no image analysis tools designed to analyse complex, multi-genotype 3D image stacks and to measure, in the whole image or in specifically marked subregions, diverse parameters such as levels of apoptosis, fluorescence and speckle intensity, cell number and density. Analysis of such confocal images is therefore typically performed in a manual or semi-automated fashion. Performing such analysis by hand is time-consuming, inconsistent, and error prone, with large datasets often requiring days of work. This bottleneck therefore impairs both the speed, quality, and scope of data generation.

An example of this challenge is demonstrated by imaging experiments used for the study of Minute cell competition in *Drosophila* imaginal wing discs – a process whereby cells carrying heterozygous mutations in ribosomal protein genes (Rp/+), known as *Minutes*, are eliminated from mosaic tissues when proximal to wildtype cells^7^ (Supplementary Fig. 1). *Minute* cells are therefore said to act as ‘losers’ relative to wildtype ‘winners.’ Such experiments require careful localization of dying cells and categorization by genotype. In the field of cell competition, in particular, there is a pressing need for automated image and single cell analytic techniques^8^.

In this work, we present a comprehensive, high-throughput image and data processing pipeline for automating analysis of mosaic experiments: the Pipeline for Enhanced Clonal Analysis (PECAn). This software readily performs myriad clonal analyses, including identifying the number, size, position, and fluorescence properties of single cells and cell territories by region and genotype in 3D space. In addition, PECAn features an incorporated statistical analysis and graph generation application, allowing users to visualize and evaluate their results in an automated fashion and at scale. This software is built to be flexible, user friendly, and accessible to biologists with no computational or image analysis background, as all inputs are made using graphical user interfaces and require no prior programming knowledge. In this study the use of PECAn applied to the study of *Minute* cell competition allowed us to: identify an unappreciated sexual dimorphism in growth patterns in competing discs, characterize rigorously *Rp/+* cell death properties in competing and non-competing tissues, identify by logistic regression analysis parameters that accurately model and correlate with competitive cell death, and carry out a highly sensitive targeted RNAi-based genetic screen for modulators of Minute cell competition. These applications demonstrate that PECAn reduces operator induced variability and improves speed, consistency, and sensitivity relative to existing techniques, while allowing for many useful experimental analyses.

## Results

### PECAn design strategy

The PECAn image analysis pipeline consists of two complementary components: (1) a FIJI/imageJ^9^ plugin for analysing images and extracting measurements and (2) an R-Shiny-based web application for processing data, running statistical tests, and generating graphs and plots (Fig. 1a). In order to make this software as accessible to biologists as possible, this design prioritizes ease-of-use, requires no prior computational or programming knowledge, and runs entirely on free, publicly available software platforms that are familiar to biologists. All user inputs and processed outputs are made via graphical user interfaces (GUIs) with step-by-step instructions. This programme is also optimized for high-throughput batch processing and is capable of analysing large datasets of hundreds of samples. In order to maximize customizability, the pipeline incorporates WEKA machine-learning based image analysis^10^. WEKA provides, in FIJI, a GUI-enabled means of training an algorithm using supervised machine-learning, which can classify pixels according to user-defined categories. PECAn links this function directly to image segmentation and measurements. Therefore, images that can be classified by WEKA can be readily incorporated into the pipeline without writing any additional code. The pipeline furthermore incorporates tools to allow users to incorporate their own code as modules, therefore custom scripts or additional machine learning segmentation tools can be readily incorporated into the pipeline by anyone with experience in coding using FIJI-compatible languages such as Python and Java. An example analysis output, exhibiting various functionalities in a three-dimensional sample, is included in Supplemental Video 1.

**Fig. 1:**
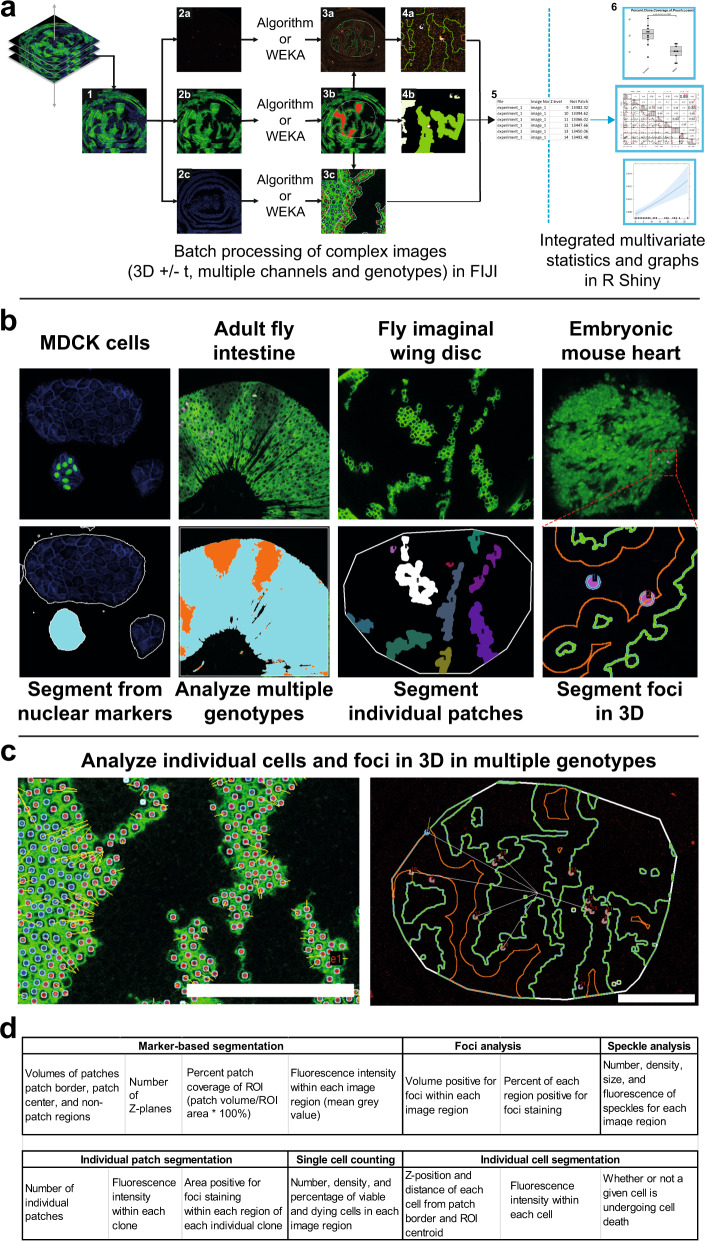
PECAn is a versatile tool for the analysis of complex 3D images. **a** Structure of PECAn image analysis software. Images are initially analyzed in FIJI/ImageJ. In order to preserve three-dimensional information, each Z-plane (1) of each image is analysed sequentially and compared to adjacent Z-planes. The channels of the image—for instance foci/cell death staining (2a), cell patches (2b), and nuclear mask (2c) are split apart and processed independently either by the built-in algorithms or by a WEKA classifier. For instance, the foci/cell death mask (3a) can be used to perform three dimensional segmentation of individual foci and can then be cross referenced against the cell patch ROIs (3b) to yield a density of foci in different regions within the image (4a) and the level of cell death in individual cell patches (4b). Furthermore, cell patch and nuclear stain channels can be used together to identify individual cells in three dimensions (3c). The data are exported as CSV files (5) which can then be uploaded into the R Shiny companion app for statistical analysis and graph generation (6). **b** PECAn is able to analyse samples derived from diverse tissues and model organisms. PECAn identifies distinct subpopulations of MDCK cells by combining a nuclear GFP marker with seeded-region growing techniques (left). PECAn analyses two distinct genotypes in three dimensions in an adult *Drosophila* intestine sample (center left). PECAn can segment and analyze individual cell patches in three dimensions in a *Drosophila* imaginal disc (center right). PECAn identifies density of TUNEL-positive foci in embryonic mouse hearts carrying differently labelled cell patches (right). **c** PECAn can identify individual cells (left) and individual foci (right) in three dimensions and analyse their position within the tissue, proximity to cell patch borders (yellow lines), or distance to the patch centroid (white lines). Individual cells/foci are colour coded; a red border denotes a cell in the border region of a patch, and a blue border denotes a cell in the centre region of a patch. Scale bars correspond to 50 µM. **d** Examples of some of the key parameters for which PECAn can assess.

### Marker-based segmentation

The first step in mosaic analysis is to segment cell populations by visible markers. Identification and separation of regions on the basis of fluorescent signal is carried out through the ImageJ/FIJI plugin, which includes built-in algorithms suitable for two-genotype classification in mosaic tissues. However, no single algorithm can properly segment all different means by which mosaic patches can be marked. This pipeline therefore integrates WEKA machine-learning enabled segmentation. Thus, PECAn can process any image of mosaic tissue, which can be segmented either by the built-in algorithm, via WEKA, or by custom user-made code. The pipeline can also process images with a large number of distinctly marked genotypes, making it suitable for assessing multi-genotype mosaic tissues generated with complex multi-colour genetic tools. To enable automated analysis of cell interactions, each marked domain is then further subdivided into a border region and a centre region (Fig 1a).

### Segmentation of fluorescently labelled tissue subdomains

The PECAn FIJI plugin allows for analysis of individual fluorescently labelled patches of tissue (Fig. 1b). To do so, the algorithm identifies each disjoint region identified via the marker-based segmentation as distinct ROIs in all Z-planes. The algorithm then compares the ROIs in three dimensions for contiguity while also accounting for instances where patches split apart or merge together across Z-planes. This allows the algorithm to accurately count the size and number of each individual patch, while also assessing them for additional fluorescence-based parameters, such as levels of foci coverage/density and regional fluorescence intensity.

### Single cell segmentation

Segmentation of individual cells operates in a similar fashion. Disjoint regions corresponding to individual cells are segmented either via built-in algorithms or via a WEKA classifier. Each ROI is then compared to ROIs on adjacent Z-planes. Individual ROIs are linked across Z-planes using centroid-based tracking. Individual cells can then be analysed by various metrics, including their position within the tissue, fluorescence intensity, distance to patch border, viability and population-level parameters of the entire tissue (Fig. 1c).

### Foci segmentation

To enable the segmentation of reporters and stainings that present as distinct foci, such as antibody stainings for cleaved caspases and TUNEL assays and other assays for cell death, we developed and embedded in PECAn an algorithm for foci segmentation, which uses alternating pixel intensity and size-based filters (Supplementary Fig. 2). Alternatively, this can be substituted with a WEKA classifier or custom code for foci detection. It is then possible to calculate foci enrichment within given regions of the image, such as Regions of Interest (ROI) identified via marker-based patch segmentation (Supplemental Video 1 and Supplementary Fig. 2). From this, the algorithm determines the area and percentage of overlap – e.g. the fraction of an ROI that is positive for the cell death reporter (Supplementary Fig. 2).

Counting the number and/or density of discrete foci in 3D, e.g. to get an estimate of the number of dying cells, presents additional challenges, as foci must be accounted for in three dimensions to prevent multiple counting of the same foci, and the algorithm must be able to distinguish between tightly packed foci. PECAn accomplishes this through a watershed-based approach using the MorphoLibJ toolkit^11^, combined with 3D centroid-based tracking, allowing for precise counts and localization of foci. Individual foci can then be analysed by various parameters, such as their position within the tissue and proximity to various landmarks (Fig. 1c). This metric can furthermore be cross-referenced against individual cell counting algorithm to allow the software to determine an accurate count of cells positive for a given foci staining in each region of the 3D tissue.

### Fluorescence and speckle measurements

In addition, we incorporated fluorescence intensity and speckle analysis functionalities into this pipeline. When combined with the other segmentation modalities present in the software, this allows for measurements of fluorescence intensity and speckle density, number, size and other parameters within different ROIs.

Altogether, this image analysis pipeline is compatible with a broad range of immunofluorescence and reporter signals, which can be analysed automatically to extract regional properties of the reporters relative to the mosaic composition of the sample. By combining these various modalities, PECAn can rigorously and automatically quantify numerous biologically relevant phenotypes (Fig. 1d).

### R-Shiny-based web application

To facilitate and improve the next step in data analysis, i.e. statistical testing, and plot generation, we developed a companion application in R statistical software to handle the data generated from the FIJI/ImageJ plugin. While R is a powerful statistical software with excellent graphical packages, it is not user-friendly to someone without prior programming experience. We therefore incorporated a R analysis script into a Shiny web app, thus combining the statistical power of R with a user-friendly web-based GUI (Fig. 2). This application automatically processes data generated by the FIJI/ImageJ plugin but can also analyse generic datasets, saved as CSV files.

**Fig. 2:**
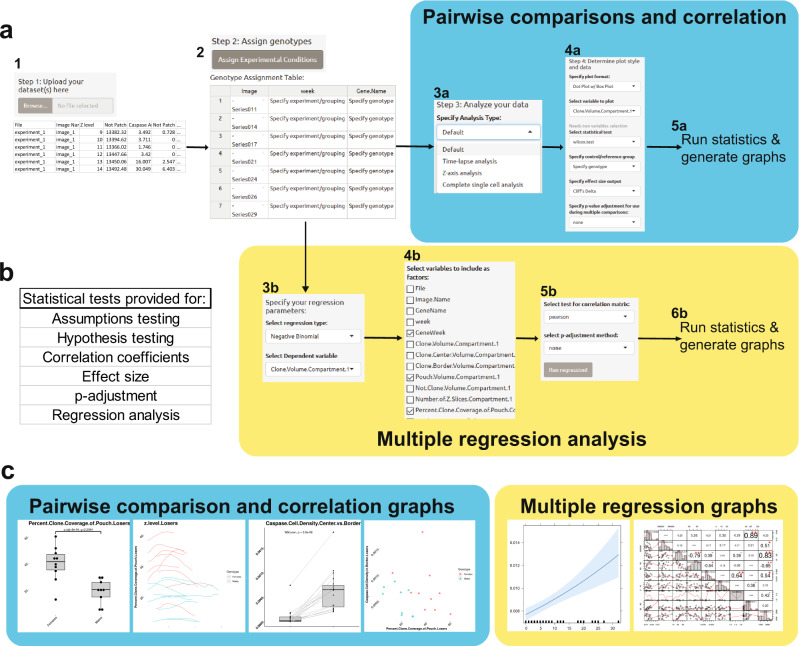
Workflow of the PECAn R Shiny statistical analysis application. **a** Users upload the datasets generated by the FIJI/ImageJ plugin (1) and group images by experiment and treatment/genotype/condition using the graphical user interface (2). The user can then assess their samples either via classical uni- and bi-variate tests (a/blue) or via multiple regression analysis (b/yellow). To perform uni- and bi-variate tests, the user specifies an analysis to perform (3a) and then selects an appropriate plot to generate, which tests to run, which reference group to use, and which (if any) p-correction for multiple comparisons to perform (4a). Upon running the analysis (5a), output graphs and statistical tests are performed, along with tests for parametric assumptions. To perform multiple regression analysis, the user specifies which form of regression to run and which parameter should act as the dependent variable (3b). The user then selects which parameters to include as predictor variables (4b), which test to use for generating a correlation matrix, and which (if any) p-correction for multiple comparisons to perform (5b). Upon running the analysis (6b), the regression is run along with test for assumptions and both output and diagnostic plots are generated. **b** A summary of the kinds of tests supported by the app. **c** Examples of plots generated by the app, using the ggplot2 package in R. Different plots are generated for uni- and bi-variate tests (left/blue) and for multiple regression analysis (right/yellow).

Once the data generated from the FIJI/imageJ plugin is uploaded and the user specifies the genotypes, experimental groupings, and the desired analyses, the app automatically runs appropriate statistical tests and generates output plots using a GUI accessible on any conventional web browser. The user can assess the dataset in two general ways: (1) classical uni- and bi-variate analysis or (2) multiple regression (Fig. 2). For uni- and bi-variate analysis, the user specifies which variety of graph to generate, which variable(s) to analyse, which statistical test to run (such as a *t*-test, ANOVA, or correlation coefficient), which effect size metric to run, and if/how to adjust p-values for multiple comparisons. The resulting graphs are customizable and can be exported as publication quality images using the ggplot2 package in R. For multiple regression analysis, the user selects between various techniques, such as logistic, linear, and Poisson regression, and specifies which variables to act as dependent and predictor variables. Upon running the analysis, the app automatically runs appropriate assumptions tests, produces effects plots, and generates a suite of diagnostic plots and metrics to enable the user to evaluate the quality of their analysis (Fig. 2). The app furthermore provides tools for performing data transformations. Should the user desire to run any statistical tests not supported by the app, the processed data can be exported and incorporated into any conventional statistical analysis software.

To ensure that the multiple regression functionalities were functioning properly, we ran publicly available tutorial datasets for multiple logistic regression, Poisson regression, negative binomial regression, and linear regression through the analysis app. These analyses generated the expected results (Supplementary Data 1), indicating that the statistical packages had been properly incorporated into the application.

### PECAn Fiji validation

Next, we tested PECAn discovery power, by challenging it with 3D multi-channel confocal images of *Drosophila* imaginal wing discs undergoing Minute cell competition. In Minute cell competition cells heterozygous mutant for one of several ribosome protein (*Rp*) genes behaves as ‘losers’ and are eliminated by wild-type cells (Supplementary Fig. 1, ref. ^7^). Competitive elimination results from a combination of cell intrinsic differences in tissue growth (Minute cells grow more slowly and die more frequently than wild-type cells^12–14^) and non-cell autonomous effects (*Minute* cells undergo competitively induced apoptosis when they border wild-type cells^14–16^). Minute cell competition is typically studied by creating mosaic wing discs containing wild-type and *Rp*^*+/−*^ patches of tissue, making it an ideal system to test PECAn’s functionalities. Indeed, it is with this biological problem in mind that PECAn was initially created. To induce Minute cell competition, we utilized a *Drosophila* stock carrying an insertion that expresses an excisable copy of the ribosome gene *RpS3* (under control of an actin promoter) in an *RpS3*^*+/−*^ mutant background (*RpS3[Plac92], act* > *RpS3>Gal4*)^14^. Excision of the transgene generates *RpS3*^*+/−*^ cells in a genetic background wherein *RpS3* expression is rescued by the *act* > *RpS3* construct at levels sufficient to induce cell competition; hence we refer to this stock as Minute in Wildtype-like Organism (MiWO) (Supplementary Fig. 3a and 3c and ref. ^14^). Indeed the MiWO construct partially rescues the *Minute* phenotype: when comparing time to pupariation in larvae that were wildtype, *RpS3*^*+/−*^, MiWO, or MiWO harbouring *RpS3*^*+/−*^ patches (Supplementary Figure 3c), the MiWO construct yielded a substantial but not complete rescue of the developmental delay seen in *RpS3*^*+/−*^ larvae. Interestingly, patch induction had no detectable impact on time to pupariation in MiWO larvae.

To measure the levels of competitively induced cell death, border death vs death in the centre of the patch is used as a metric of *Minute* competition, and differences in border death between samples are used to assess the relative strength of competitive interactions on cell death^14–17^. As cell competition also results from different growth rates between winners and losers, another primary metric for assessing competition is the size of winner/loser cell patches^15^. These measurements have therefore been automated and incorporated into the PECAn pipeline.

Before using PECAn to study cell competition, we sought to validate it by challenging it in three separate ways: (1) using semi-synthetic images, (2) comparing with human analysis, and (3) testing its sensitivity at identifying known strong and mild modulators of Minute cell competition. Semi-synthetic images provide a means of testing a large programme for errors in the code and data output. In short, images with known properties are fed into the pipeline, and the outputs are compared against the known input values (Fig. 3a). The pipeline yielded results consistent with the input values across all parameters tested (Fig. 3b), indicating that the software successfully computes the right operations when producing the desired measurements. To compare the pipeline’s performance against human analysis, an image dataset was both analysed by hand and run independently through PECAn. The results generated by the macro were consistent with those generated by users: both the density of apoptosis in the patch border region (Fig. 3c, d, Supplementary Fig. 3b) and the counts of individual cells (Fig. 3e, f) were not significantly different, showing that the pipeline performs comparably to manual quantification. The pipeline was then tested for its ability to identify known modulators of Minute cell competition. We expressed RNAi lines against established suppressors of cell competition, specifically *Dronc* and *Xrp1*, in loser cells using the MiWO system. *Dronc-RNAi* has previously been shown to yield a mild rescue, as it only rescues *Rp/+* cells from cell competition-induced apoptosis^15^, whereas mutation in *Xrp1* yields a strong rescue, as it inhibits both competitive death and the slow growth phenotype of Minute cells^18–20^. Samples of MiWO wing discs expressing *Dronc-RNAi* or *Xrp1-RNAi* were fed into the pipeline and assessed for density of apoptosis at the *Rp*^*+/−*^/wild-type border and for size of the area covered by *Rp*^*+/−*^ cells. The pipeline successfully detected both known modulators and distinguished these from controls. Importantly, PECAn distinguished between the rescue modalities of these two genetic manipulations, scoring a rescue in both *Rp*^*+/−*^coverage of the pouch and competitive death for *Xrp1-RNAi* and a rescue in death but not in pouch coverage for *Dronc-RNAi*. Thus, PECAn not only allows for fast and sensitive detection of phenotypes but can also automatically provide insight into the biological parameters responsible for the rescue of Minute cell competition (Fig. 3g–i).

**Fig. 3:**
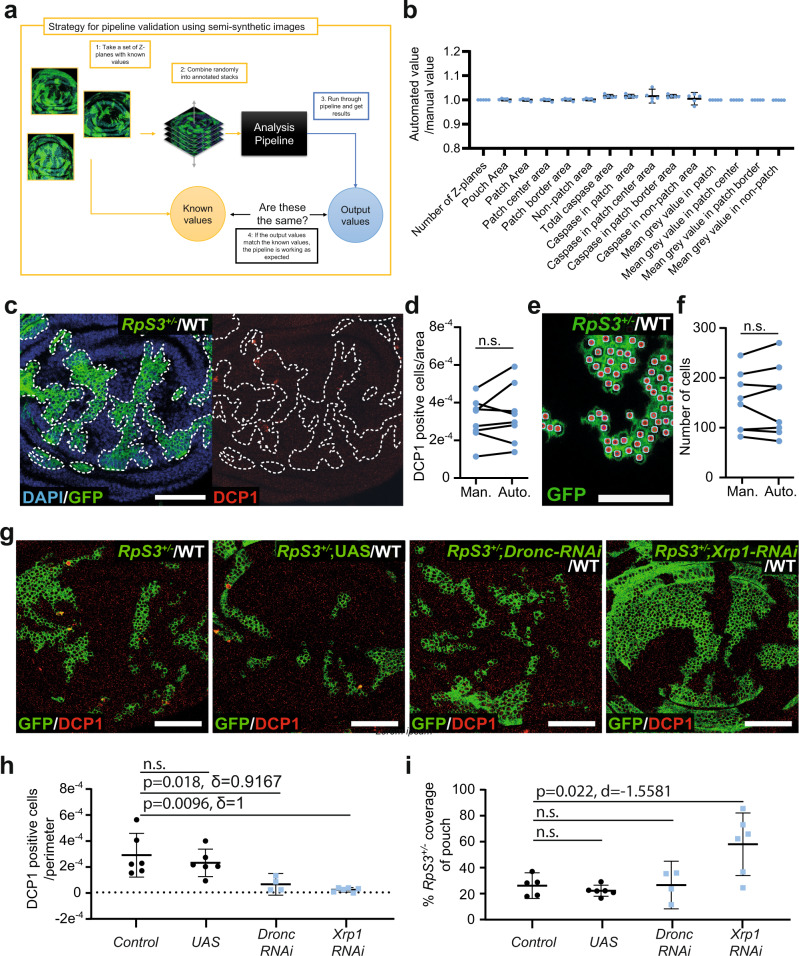
Validation of the PECAn pipeline. **a** Schematic of semi-synthetic image validation strategy. Z-planes with known parameters were randomly combined into Z-stacks. Known images were analysed using the macro and results were compared against known values. **b** Macro results divided by known values (*n* = 5 independent samples), with mean and 95% CI shown. No statistical test performed. All values approximate expected values, with deviations attributable to rounding errors. **c** Representative image of a competing wing disc stained with anti-cleaved Dcp-1. *RpS3*^*+/−*^ patches are marked by GFP (green), and nuclei by DAPI staining (blue) (Left). The anti-cleaved Dcp-1 staining is shown (red) and the dotted line represents the outline of the loser patches (Right). **d** Comparison of the density of apoptotic events in the patch border as determined by hand against macro outputs. **e** Sample output of individual cell counts performed by PECAn in competing wing disc. Individual cells are marked with a uniquely colour-coded stamp. **f** Comparison of quantifications generated manually against those generated by the macro. **g** Representative images of wing discs harbouring competing *RpS3*^*+/−*^ cells (green) immuno-stained for cleaved-Dcp-1 (red). From left to right, the genotypes are: no transgene other than GFP, expression of an empty UAS promoter, expression of an RNAi against *Dronc*, and expression of an RNAi against *Xrp1*. **h** Automated quantification of density of cleaved-Dcp-1-positive cells in the patch border region. Measure of center and error bars are shown as mean and 95% CI. Statistics reflect two-sided Wilcoxon–Mann–Whitney *U*-test without adjustment for multiple comparisons with Cliff’s δ effect size. Number of independent biological samples are: replicate 1: *n*_control_ = 6, *n*_UAS_ = 6, *n*_Dronc_ = 4, n_Xrp1_ = 6; replicate 2: *n*_control_ = 12, *n*_Dronc_ = 15. **i** Automated quantification of the percentage of the wing disc pouch occupied by *RpS3*^*+/−*^ cells with mean and 95% CI shown. Statistics reflect two-sided *t*-test without adjustment for multiple comparisons with un-pooled Cohen’s d effect size. Number of independent biological samples samples per replicate are: replicate 1: *n*_control_ = 5, *n*_UAS_ = 6, *n*_Dronc_ = 4, *n*_Xrp1_ = 6; replicate 2: *n*_control_ = 12, *n*_Dronc_ = 15. Scale bars correspond to 50 µm. Source data are provided as a Source Data file.

### PECAn reveals sexual dimorphism in growth of minute cells

Having successfully validated PECAn, we then sought to utilize this toolset to investigate at impressive scale and sensitivity some of the parameters of Minute cell competition. Sexually dimorphic phenotypes are common in *Drosophila* cell biology^21,22^, and recent work has identified a sexual dimorphism in a *Drosophila Myc* supercompetition model, wherein female wing discs exhibit an apparent increased susceptibility to loser cell elimination^23^, but this has not been investigated for Minute cell competition. This would be an important confounding factor when assessing Minute cell competition phenotypes, if not properly controlled. To ask whether Minute cell competition displays sexual dimorphism, we dissected separately male and female larvae from (1) a cross of wildtype males bred with MiWO females, and (2) a cross of wildtype females bred with MiWO males (Fig. 4a–c). All images were subsequently analysed with PECAn. No differences were observed between female larvae, regardless of parental genotype. Surprisingly, however, we observed a strong sexual dimorphism: *RpS3*^*+/−*^ cells covered a smaller proportion of the tissue in males relative to females (Fig. 4a, b). Interestingly, this effect was confined to pouch coverage, as we did not observe differences in the frequency of cell competition-induced apoptosis between males and females (Fig. 4a, c), indicating that this reflects a difference in the growth rates of Minute cells in mosaic tissues. As the *hs-FLP* construct used in this experiment to induce *RpS3*^*+/−*^ cells is carried on the X chromosome, we repeated this assay using a *hs-FLP* construct carried on an autosome to rule out the possibility of a sex chromosome-driven difference in flippase expression. With the autosomal *hs-FLP*, we again observed a striking difference between males and females (Supplementary Figure 4a, b). To rule out the possibility that this dimorphism is due to a bias in *RpS3*^*+/−*^ cell induction inherent in the MiWO construct itself, we assessed the same *RpS3* flp-out construct in a non-*Minute* background (*RpS3*^*+/+*^*, act* > *RpS3>Gal4*). We observed no difference in *RpS3*^*+/−*^ pouch coverage between males and females (Fig. 4d, e). To confirm that this phenotype is not specific to the MiWO system, we generated wing discs containing wildtype winners and *RpS3*^*+/−*^ losers using the traditional *FRT* mitotic recombination technique, and again we observed that *RpS3*^*+/−*^ pouch coverage was smaller in males than females (Fig. 4f, g). This dimorphism was still observed when MiWO patches were generated in larvae that were heterozygous mutant for *Xrp1* (Supplementary Fig. 4c, d) or when loser cells expressed *Xrp1-RNAi* (Supplementary Fig. 4e, f), conditions that are known to rescue cell competition^18,19,24^. There is, however, a reduction in the effect size for the observed dimorphism in *Xrp1*^*+/−*^ conditions (*δ* = −0.908 for *RpS3*^*+/−*^, *Xrp1*^*+/+*^ vs *δ* = −0.533 for *RpS3*^*+/−*^, *Xrp1*^*+/−*^). Thus, while this data suggest that *RpS3*^*+/−*^ clonal sexual dimorphism does not require Xrp1, it is possible that Xrp1 may contribute to, but not fully determine, this dimorphism. To assess whether this dimorphism is generalizable to *Minute* mutations other than *RpS3*, we repeated this assay using a mutation in a different Rp gene, *RpL27A*, known to yield a Minute phenotype^25^. In order to confirm that the *RpL27A* allele used exhibited loser-associated stress pathway activation, we confirmed increased eIF2α phosphorylation (Supplementary Fig. 5a) and increased Xrp1 expression, using the *Xrp1-LacZ* reporter (Supplementary Fig. 5b) in *RpL27A*^*+/−*^ cells. We furthermore assessed for proteotoxic stress by staining for ref(2)P (p62), an autophagy adaptor protein, which we have previously shown to be enriched in cells carrying *RpS3*^*+/−*^ and *Mahj*^*−/−*^ loser inducing mutations^14^. Consistent with this, we observed an increase in p62 signal intensity in *RpL27A*^*+/−*^ cells (Supplementary Fig. 5c). This is different from a recent report that *RpL27A* heterozygote losers failed to exhibit an accumulation of p62 aggregates^26^. Importantly, we also observed a reduction in the size of *RpL27A*^*+/−*^ patches in male wing discs compared to female wing discs (Fig. 4h, i). These data, therefore, suggest that Minute cells are at a greater relative growth disadvantage when competing with wildtype cells in male wing discs relative to female. It is possible that these differences reflect cell autonomous differences in growth rates between male and female Minute cells, which manifest in clonal growth phenotypes in a competing, mosaic context.

**Fig. 4:**
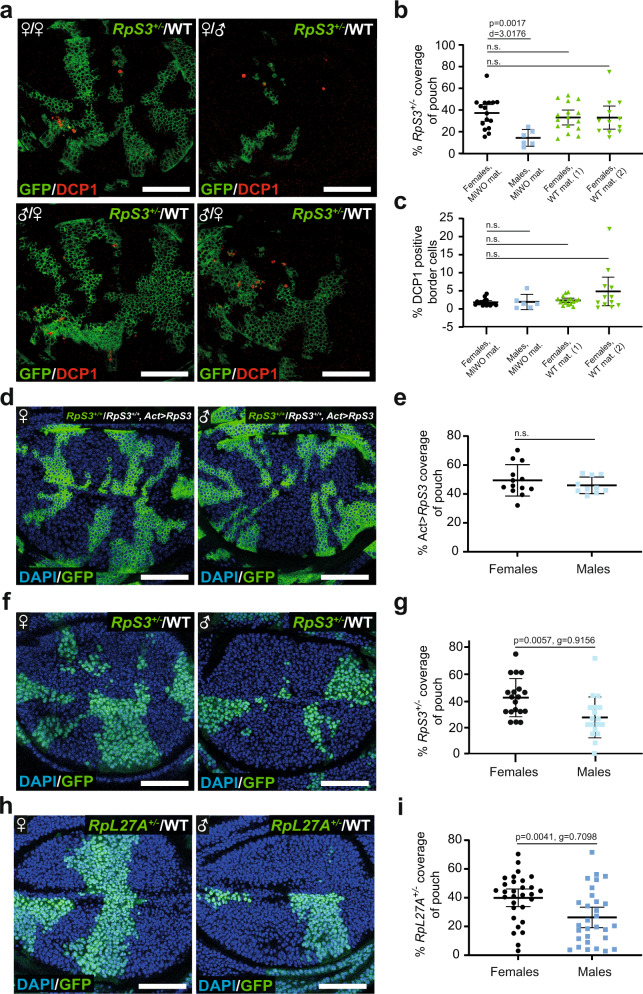
Competing *RpS3*^*+/−*^ losers exhibit a further growth disadvantage in male wing discs. **a** Representative images of wing discs containing *RpS3*^+/−^ losers (green) generated using the MiWO system competing against wildtype winners (unlabelled) and immuno-stained for cleaved-Dcp-1 (red). Wing discs were derived from female (top left) or male (top right) larvae (who inherited the rescuing construct from their mothers) or from two separate dissections of female larvae who inherited the rescuing construct from their fathers (bottom left and bottom right). **b** Quantification of *RpS3*^*+/−*^ pouch coverage in wing discs as in (**a**), with mean and 95% CI shown. Statistics reflect two-sided *t*-tests without adjustment for multiple comparisons with un-pooled Cohen’s d effect size. Biologically independent samples per replicate are as follows: replicate 1: *n*_Females, MiWO Mat._ = 16, *n*_Males, MiWO Mat._ = 6, *n*_Females, WT Mat. (1)_ = 16, *n*_Females, WT Mat. (2)_ = 12; replicate 2: *n*_Females, MiWO Mat. _= 14, *n*_Males, MiWO Mat. _= 10, *n*_Females, WT Mat. _= 8; replicate 3: *n*_Females_ = 18, *n*_Males_ = 15. **c** Quantification of the percentage of cells undergoing apoptosis at the *RpS3*^*+/−*^ patch border in wing discs as in (**a**), with mean and 95% CI shown. Statistics reflect two-sided Wilcoxon–Mann–Whitney *U*-test without adjustment for multiple comparisons. Biologically independent samples per replicate are as follows: replicate 1: *n*_Females, MiWO Mat._ = 16, *n*_Males, MiWO Mat._ = 6, *n*_Females, WT Mat. (1)_ = 16, *n*_Females, WT Mat. (2)_ = 12; replicate 2: *n*_Females, MiWO Mat._ = 14, *n*_Males, MiWO Mat._ = 10, *n*_Females, WT Mat. _= 8; replicate 3: *n*_Females_ = 18, n_Males_ = 15. **d** Representative images of wing discs from female (left) or male (right) larvae containing *RpS3*^*+/+*^ cells (green) in a background of unlabelled *RpS3*^*+/+*^ cells carrying a third copy of the *RpS3* gene (*act* > *RpS3>Gal4*) and stained for DAPI (blue). **e** Quantification of *RpS3*^*+/+*^ cell coverage in wing discs as in (**d**), with mean and 95% CI shown. Statistics reflect two-sided *t*-test with un-pooled Hedges g effect size. Biologically independent samples per replicate are as follows: replicate 1: *n*_Females_ = 13, *n*_males_ = 10; replicate 2: *n*_Females_ = 19, *n*_males_ = 19. **f** Representative images of wing discs from female (left) or male (right) larvae containing *RpS3*^*+/−*^ losers (green) and wildtype winners (unlabelled) stained for DAPI (blue). **g** Quantification of *RpS3*^*+/−*^ pouch coverage in wing discs as in (**f**), with mean and 95% CI shown. Statistics reflect two-sided *t*-test with un-pooled Hedges g effect size. Biologically independent samples per replicate are as follows: replicate 1: *n*_Females_ = 15, *n*_males_ = 16; replicate 2: *n*_Females_ = 16, *n*_males_ = 15; replicate 3: *n*_Females_ = 19, *n*_males_ = 18; replicate 4: *n*_Females_ = 23, *n*_males_ = 20. **h** Representative images of wing discs from female (left) or male (right) larvae containing *RpL27A*^*+/−*^ losers (green) competing against wildtype winners (unlabelled) and stained for DAPI (blue). **i** Quantification of loser patch coverage in wing discs as in (**h**), with mean and 95% CI shown. Statistics reflect two-sided *t*-test with un-pooled Hedges g effect size. Biologically independent samples per replicate are as follows: replicate 1: *n*_Females_ = 30, *n*_males_ = 30; replicate 2: *n*_Females_ = 21, *n*_males_ = 21; replicate 3: *n*_Females_ = 25, *n*_males_ = 31. Scale bars correspond to 50 µm. Source data are provided as a Source Data file. ♀ symbol denotes females, ♂ denotes males, ♀/♂ denotes males who inherited the MiWO construct from their mothers.

### Quantitative analysis of the parameters of Minute competitive apoptosis using PECAn

Next, we exploited the sensitivity and high-throughput analysis capabilities afforded by PECAn to study the properties of cell competition-induced cell death in *Minute* cells. It is well established that competing *Minute* cells proximal to wild-type winners exhibit higher levels of cell death relative to distant competing *Minute* cells^14–16,27^. It is also well established that non-mosaic *Minute* cells exhibit elevated levels of cell-autonomous apoptosis^12–14,28^. However, how these levels of apoptosis – intrinsic vs competition-induced – compare has never been measured precisely. We therefore generated wing discs with a mosaic anterior compartment and an entirely *Minute* posterior compartment. As Minute cell competition does not occur across compartment boundaries^29^, this allowed us to compare competitive and non-competitive cell death within a single tissue (Fig. 5). We then analyzed these samples in PECAn, utilizing its ability to assess multiple ROIs within a single image (Fig. 5b). Levels of death were greater in non-competing *RpS3*^*+/−*^ cells relative to competing wildtype winners, confirming the previously reported observation that *Minute* cells exhibit elevated levels of cell-autonomous apoptosis (Supplementary Fig. 6a)^14^. The density of apoptotic cells was higher at the competing *Minute* patch border relative to the internal reference death level observed in non-competing posterior compartment, indicating that competitive cell death represents an elevation over the non-competing condition (Fig. 6c). Furthermore, we observed no difference in levels of apoptosis between the non-competing posterior compartment and the patch centre in the competing anterior compartment, indicating that centre cells exhibit approximately baseline levels of *RpS3*^*+/−*^ cell death (Supplementary Fig. 6b).

**Fig. 5:**
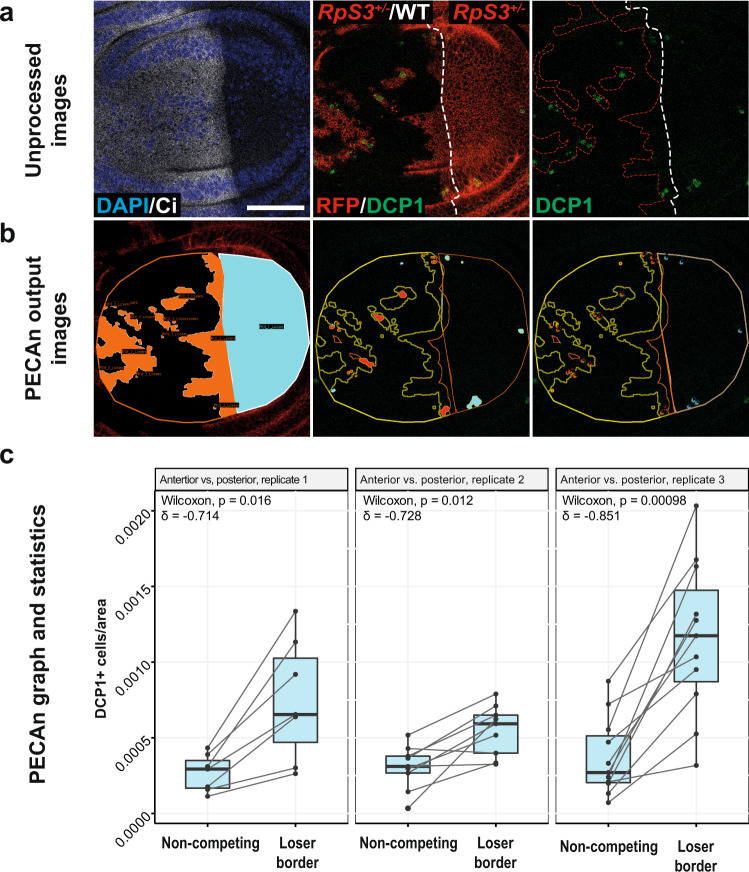
*RpS3*^*+/−*^ cells exhibit higher levels of cell death during cell competition than in a non-mosaic context. **a** Wing discs carrying a mosaic anterior compartment (identified by the anterior fate marker, Ci, shown in white) containing competing *RpS3*^*+/−*^ (red) and wildtype (unlabelled) cells and a posterior compartment (negative for Ci) that is entirely *RpS3*^*+/−*^_._ These samples were assessed for cell death via a staining for cleaved-Dcp-1 (green) and analyzed using PECAn. **b** PECAn output images identifying *Minute* cells in the anterior (orange) and posterior (cyan) compartments (left), the regions of the image positive for the Dcp-1 staining (middle) and the counts of individual Dcp-1-positive cells (right). **c** Output graphs and statistical tests generated by PECAn showing the density of Dcp-1-positive cells in the non-competing posterior compartment as compared to the *RpS3*^*+/−*^ patch border in the anterior compartment for three separate experimental replicates, wherein each dot corresponds to an individual wing disc. Box and whisker plot denotes minimum, first quartile, median, third quartile, and maximum. Statistics reflect 2-sided Wilcoxon signed rank test with Cliff’s δ effect size metric. Biologically independent samples per replicate are as follows: replicate 1: *n* = 7; replicate 2: *n* = 9; replicate 3: *n* = 11. The scale bars correspond to 50 µm. Source data are provided as a Source Data file. Ci *Cubitus interruptus*, RFP = red fluorescent protein.

**Fig. 6:**
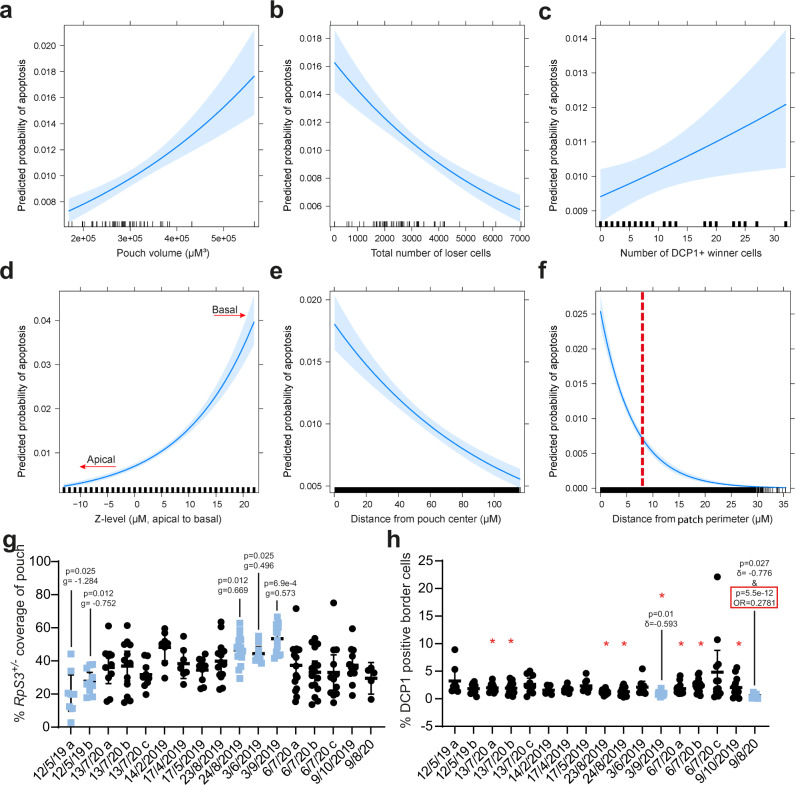
Multiple logistic regression of competing wing discs reveals tissue parameters influencing loser cell death. **a**–**f** Predicted effects plots of logistic regression analysis of individual cells in competing wing discs shown in Supplementary Data 2. In these, the probability of cell death is plotted against the pouch volume (**a**), the total number of *RpS3*^*+/−*^ loser cells in the sample (**b**), the number of Dcp-1-positive wildtype winner cells in the sample (**c**), the Z-level of the cell (**d**), the distance of the cell from the centre of the pouch (**e**), and the distance of the cell from the loser patch perimeter (**f**). The plots in (**a**–**f**) show the expected probability of apoptosis upon changing a given predictor variable – the distance of the cell from the patch perimeter, whilst all other predictors are set to their mean value. Pale blue region denotes the 95% confidence interval, and black tick marks on the x-axis denote observed values in the dataset. The red dashed line in (**f**) is at 8 µm, which corresponds roughly to 2 cell diameters from the patch border and denoting the patch border/patch centre cut-off used in other analyses in this study. **g**, **h** Comparison of replicates/experiments used in the logistic regression analysis shown in Supplementary Data 3. **g** The percent loser patch coverage of the wing disc pouch region for each wing disc is shown on the y-axis, while the x-axis shows the replicate/experiment to which they belong, labelled by the date. *p*-values and g-values reflect two-sided student’s *t*-tests with FDR correction and Hedges’ g effect size metrics relative to the basemean. Measure of center and error bars are shown as mean and 95% CI, respectively. Biologically independent samples are, in order from left to right, *n* = 8, 10, 10, 13, 10, 8, 7, 9, 15, 15, 9, 12, 16, 16, 12, 8, 5. **h** The percentage of Dcp-1-positive loser cells is shown for each replicate/experiment. Statistics reflect either a two-sided Mann–Whitney *U*-test with FDR correction along with Cliff’s δ effect size metric, relative to the basemean (no border) or the logistic regression analysis along with odds ratio effect size metrics (OR) shown in Supplementary Data 2 (red border). Measure of center and error bars are shown as mean and 95% CI, respectively. Biologically independent samples are, in order from left to right, *n* = 8, 10, 10, 13, 10, 8, 7, 9, 15, 15, 9, 12, 16, 16, 12, 8, 5. Datasets that were outliers by Mann–Whitney *U*-test are shown in blue, and red asterisks reflect datasets that had significant *p*-values by logistic regression but did not meet the effect size cut-off. Source data are provided as a Source Data file. OR odds ratio.

We then sought to use PECAn to rigorously identify the parameters of cell death within wing discs undergoing Minute cell competition. We compiled a large dataset of competing wing discs prepared using consistent conditions, but dissected, processed, and imaged in separate batches (67 wing discs and 192,207 *RpS3*^*+/−*^ cells in competing conditions from six separate dissections). To control for the observed sexual dimorphism, only female larvae were dissected. Individual cells within all wing discs were assessed for their cell death (using PECAn single cell and foci segmentation) and spatial properties, and the resulting dataset was subjected to a multiple logistic regression-based analysis, using the PECAn statistical analysis app, with the dependent variable being whether or not a given cell is viable or apoptotic (Fig. 6a–f, Supplementary Data 2).

This analysis provides evidence for several interesting interactions within competing wing discs. We found that the probability of *Minute* cell death varies with the size of the wing pouch region (Fig. 6a, Supplementary Data 2). This could suggest that competitive death is more pronounced in slightly older discs. We also found that the rate of loser cell death declines as the number of *RpS3*^*+/−*^ cells increases (Fig. 6b, Supplementary Data 2). As this analysis accounts for physical distance of *RpS3*^*+/−*^ cells to the winner, this reduction in death is not exclusively due to a relative decrease in the exposure of loser cells to winners and could suggest that the strength of cell competition is sensitive to cell community effects influenced by the relative abundance of winners and losers, as has been reported for Rab5 and lgl-rasV12 cell competition^30,31^. Alternatively, the anticorrelation of loser cell death and loser cell abundance could simply reflect an underlying variability in the intensity of cell competition across wing discs, whereby weaker cell competition would both result in bigger *RpS3*^*+/−*^ patches and in less competitive death.

Loser cell apoptosis also positively correlates with levels of apoptosis seen in winner cells (Fig. 6c, Supplementary Data 2), indicating that loser cells are more likely to undergo apoptosis in wing discs with higher overall levels of cell death. The probability of loser cell death further depends on a cell’s position within the tissue, with basal locations associated with a higher probability of apoptosis (Fig. 6d, Supplementary Data 2). This result is consistent with established dynamics of cell death in wing discs generally and during Minute cell competition, specifically^16,32,33^. The probability of observing apoptosis also declines the further a loser cell is from the centre of the pouch (Fig. 6e, Supplementary Data 2).

Lastly, this analysis also identifies that loser cell death correlates strongly with physical proximity to winner cells. As multiple logistic regression analysis accounts for possible confounding factors in the dataset (e.g. patch size, shape, position, volume etc), it is significant that this analysis, while considering the relative contributions of these factors, finds the probability of loser cell death increases exponentially the closer a cell is to wildtype neighbours (Fig. 6f, Supplementary Data 2). This relationship is consistent with previous analyses, which found that rates of loser cell death were highest within one-to-two cell diameters of the patch border^15,16^. It is also consistent with our data in Fig. 5. Altogether, these results confirm that the border death seen in competing wing discs is a fundamental feature of Minute cell competition.

### PECAn statistical regression analysis faithfully models and predicts competitive cell death

While this logistic regression model of loser cell apoptosis provides results consistent with the experimental literature, the model has a weak point which must be addressed: a Nagelkerke pseudo-R^2^ value of 0.257. In the context of this particular model, the pseudo-R^2^ can be thought of as a measure of how much better the model is at predicting which cells are apoptosing than a null model. This model, therefore, is poor at determining which cells will be apoptotic. There are two possible explanations for this observation: either there is a key predictor variable missing from this model, or the dependent variable has a high level of stochasticity. As the probability that a given cell will be apoptotic is low (1.4% of cells in the dataset are apoptotic), it seems likely that there is a strong element of stochasticity to exactly which cells are apoptotic at a given moment in time and that the model would struggle to accurately predict a rare, stochastic event. If the latter hypothesis is correct then the model should accurately predict the frequency of apoptotic cells at the level of the entire wing disc, as a population analysis would dilute the impact of stochasticity.

We therefore conducted a logistic regression analysis on the number of cells that are undergoing apoptosis versus the number that are non-apoptotic at competing Minute patch borders (Supplementary Data 3). The set of predictor variables used for this analysis was updated as shown in Supplementary Data 3, as some of the parameters used in the prior model were unsuited to this analysis. As this analysis was less computationally expensive, we could use an expanded dataset corresponding to 183 wing discs from 17 separate dissections. The resulting analysis predicts the number of apoptotic and non-apoptotic loser cells at *RpS3*^*+/−*^ patch borders in each wing disc with a Nagelkerke pseudo-R^2^ value of 0.9988 – indicative of an excellent fit between model and data. These results together indicate that, while rates of loser cell apoptosis increase according to several predictor variables, precisely which cells will undergo apoptosis is a stochastic process. The goodness-of-fit between this model and the data further indicates that this set of predictor variables provides a robust and comprehensive assessment of the parameters dictating levels of loser cell death at competing borders.

With this second analysis, we were furthermore able to evaluate how consistent metrics of cell competition are across experimental replicates, using both classical univariate and multiple logistic regression-based techniques (Fig. 6g, h, Supplementary Data 3). Replicates showed a degree of variability in the proportion of the pouch covered by *RpS3*^*+/−*^ in these datasets (Fig. 6g). This is to be expected, as loser patches in this system are induced in a semi-stochastic fashion by heat-shock induction. These replicates, however, exhibited a high level of consistency at the level of border cell death, with only two of seventeen datasets – 3/9/19 and 9/8/20 - showing significant deviation from the base-mean, as determined via a Mann–Whitney U-test with an FDR p-adjustment and Cliff’s δ effect size comparison (Fig. 6h). These data indicate that competitive loser cell death in Minute cell competition is a robust metric of cell competition that is refractory to noise across replicates.

### A PECAn-enabled RNAi screen identifies genes influencing minute cell competition

Having validated the accuracy and sensitivity of the PECAn pipeline in detecting and measuring Minute cell competition and having thoroughly tested MiWO as a tool for single cross induction of competing *Minute* cells expressing UAS-driven genes of interest, we sought to use them combined as a screening platform to identify genes involved in Minute cell competition.

We have previously shown that, even in the absence of cell competition, *RpS3*^*+/−*^ cells and cells mutant in *Mahj*^*−/−*^ (a functionally unrelated loser mutation) express a common signature of differentially expressed genes, relative to wild-type cells^17^. Many of these genes are predicted targets of *CncC*, the fly ortholog of the transcription factor Nrf2, which we have shown to be sufficient to induce the loser status^17^. This suggests that Nrf2 target genes expressed in *RpS3*^*+/−*^ and *Mahj*^*−/−*^ cells may modulate cell competition. Thus, we carried out RNA-seq of Nrf2 overexpressing wing disc cells and identified a list of putative Nrf2 targets (Supplementary Data 4). 

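RNA was sequenced from wing discs, the larval epithelia that give rise to the adult wing, of 3 control and 3 Nrf2 overexpressing samples. Larvae were kept at 28 °C, and wandering L3 females were selected. In the Nrf2 overexpression samples, Gal4 drove UAS-nrf2, with tub-Gal80ts present in both genotypes. The labels of the control samples give the genotype as wild type, and their titles name yw. The Methods instead give the driver and Gal80ts without UAS-nrf2, and the genotype of the Methods is used here. If the controls lacked the driver, effects of strain, driver and Gal80ts could not be told apart from those of Nrf2. Each library was made from 500 ng of total RNA with a TruSeq protocol. The authors deposited the number of reads counted on each of 13955 genes in each library, without normalization. The aligner, the counting tool, its use of strand and the genome build are not named in the paper's text. The total count was 16594315, 16682764 and 16464410 in control replicates 1 to 3, and 16642844, 16641592 and 16667141 in Nrf2 overexpression replicates 1 to 3. Totals this close to each other leave open that the reads were reduced to a common number before counting, which the paper's text does not state. The 6 libraries were treated as separate replicates, as they are labelled; no library repeats another within the sampling noise, but the counts do not show whether they come from separate samples. Genes with too few counts were removed with edgeR's filterByExpr, which left 8361 genes. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. A gene was called higher at an adjusted p-value under 0.05 and a fold change of at least 1.4, and lower at the same adjusted p-value and a fold change of at most 0.6. These limits were read from the values of Supplementary Data 4, since the paper's text does not name the test or its thresholds. Counts were simulated from these libraries with 200 genes changed by a log2 fold change of 1 or 2 in size, 196 of which passed the filter. The same test at an adjusted p-value under 0.05 recovered 93.4% of them. It called 10 unchanged genes among the 8272 tested, or 3 with the fold limits. Changes nearer the fold limits were not simulated, and far fewer genes changed there than were called in the libraries, so the recovery of small changes was not measured. These simulated counts had no trend of the fold change with exon length, whereas the libraries have one. With a trend simulated at a slope of 0.3 on the log2 scale, steeper than the slope of 0.206 in the libraries, 2348 unchanged genes were called among 8262, or 726 with the fold limits, as the trend was not removed. The calls given here are from the fit that does not remove it.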

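The overexpressed gene was examined first, as it checks the labels. cnc (FBgn0262975), the fly ortholog of Nrf2, lies on chromosome 3R of BDGP6.54 from 23185580 to 23226711, on the minus strand. It had 1983, 1777 and 1848 counts in the 3 control libraries, and 84044, 147169 and 172120 counts in the 3 Nrf2 overexpression libraries. The normalized count was 1910 ± 45.9 (SD, n = 3) in control and 131655 ± 45310 (SD, n = 3) in Nrf2 overexpression. The log2 fold change of cnc was 6.11 (standard error 0.28, adjusted p = 5.88e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The removal of a trend of the fold change with exon length, added after the data were seen, moved it most, to 5.61, and leaving out each library in turn kept it between 5.89 and 6.36. Across the genes tested, 1711 were called higher and 1033 lower in Nrf2 overexpression. The paper's list holds 2761 genes, of which the copy used here shows 1998. Its higher genes, all of them in that copy, number 1779. The largest increases were those of genes that were close to absent from the control. Rpt6R (FBgn0039788, chromosome 3R from 30582198 to 30583697), a paralog of the proteasome gene Rpt6, had 2, 3 and 2 counts in control and 3613, 4526 and 4148 counts in Nrf2 overexpression. It was at least 1178-fold higher, computed against a floor of 3 counts. Rab9E, Rab9Fa, Rab9D and Rab9Db had 0 counts in every control library and between 95 and 252 in every Nrf2 overexpression library. These 4 paralogs are uncertain, as the counting could have split reads between near-identical copies. The largest decreases were those of CG15236, Cyp4p2, Klp54D, Hr3 and Blimp-1. CG15236 had 411, 571 and 514 counts in control and 0 counts in every Nrf2 overexpression library, at least 135-fold lower. Cyp4p2 was at least 454-fold lower and Klp54D at least 49.1-fold lower. The log2 fold change was -7.14 (standard error 0.62, adjusted p = 1.66e-05 from edgeR's quasi-likelihood test) for Hr3 and -6.98 (standard error 0.39, adjusted p = 2.67e-06 from the same test) for Blimp-1. The size of both rests on a few counts in Nrf2 overexpression, with 6, 2 and 0 counts for Hr3 and 1, 8 and 3 counts for Blimp-1. The log2 fold change of Hr3 was -8.45 without Nrf2 overexpression replicate 1, and that of Blimp-1 was -7.91 without Nrf2 overexpression replicate 2. For the genes near 0 counts in either genotype, strain differences at single loci cannot be told apart from an effect of Nrf2. Hr3 and Blimp-1 respond to the steroid hormone ecdysone, so lower hormone signalling or a younger stage of the discs also stays open for them. From the genes that changed, the paper derives a list of putative Nrf2 targets.

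**Figure D1:**
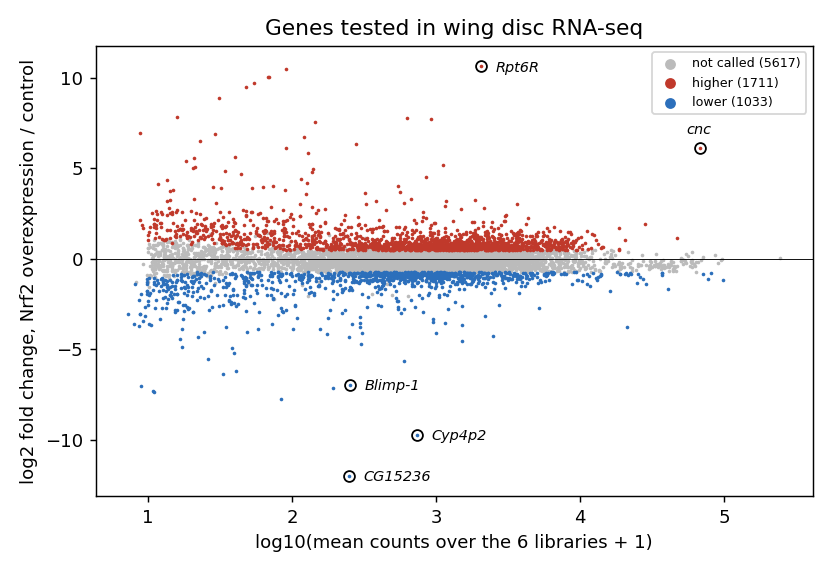
Log2 fold change of the 8361 genes tested (Nrf2 overexpression over control, vertical axis) against the log10 of the mean count over the 6 libraries plus 1 (horizontal axis). Red points are the 1711 genes called higher, blue points the 1033 called lower and grey points the others, and circles mark 5 genes named in the text. The fitted fold changes of genes near 0 counts in one genotype, such as Rpt6R and CG15236, depend on the prior count. cnc stands apart at a high count and a log2 fold change of 6.11.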

We then focused on the intersection of genes that are differentially expressed in all three loser inducing conditions (*RpS3*^*+/−*^, *Mahjong*^*−/−*^ and Nrf2 overexpression) and specifically at those genes that are upregulated, as Nrf2 is a transcriptional activator (Fig. 7a). This identified a list of 121 genes upregulated in all prospective loser conditions (Fig. 7a and Supplementary Data 5). 

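The number of genes on each side depended on the fold limits, which are not symmetric, and on the scaling. With an adjusted p-value under 0.05 and no fold limit, 2585 genes were higher and 2644 lower in Nrf2 overexpression, so that 49.4% of the changed genes were higher. This share also depended on the scaling, with 43.3% (2255 higher and 2948 lower) under upper-quartile normalization and 54.1% (2818 higher and 2388 lower) with total counts only. With the limits of 1.4 and 0.6, higher genes were 62.4% of those called. With limits of 1.4 and its inverse, the number of lower genes rose to 1760, and with limits of 2 and 0.5, 599 genes were higher and 567 lower. Known members of the Nrf2 pathway did not all rise. Of 10 such genes listed without regard to these libraries, 9 could be tested, of which 5 were higher and 2 lower at an adjusted p-value under 0.05 over all genes. Adjusted over the list alone, 5 were higher and 3 lower. Keap1 (FBgn0038475, chromosome 3R from 17073942 to 17079945) rose from 252.0 ± 35.6 to 839 ± 107 normalized counts (SD, n = 3 in each), a log2 fold change of 1.74 (standard error 0.13, adjusted p = 9.7e-06 from edgeR's quasi-likelihood test). Gclm had a log2 fold change of 0.55 (standard error 0.09, adjusted p = 5.5e-04 from the same test). That of ref(2)P was 1.53 (standard error 0.09, adjusted p = 4.01e-06 from the same test). Cyp6a2 had the largest log2 fold change of the list, 3.73 (standard error 0.55, adjusted p = 2.85e-04 from the same test). Its size is uncertain, as Cyp6a2 had at most 3 normalized counts in any control library. GstE1 fell, with a log2 fold change of -0.62 (standard error 0.14, adjusted p = 0.00279), and so did maf-S, with -0.41 (standard error 0.12, adjusted p = 0.0105). Both GstE1 and maf-S have short exons in total, and neither passed the threshold once the trend with exon length was removed. Without Nrf2 overexpression replicate 2, the adjusted p-value of maf-S from the same test was 0.0519. GstD1 did not pass the threshold (log2 fold change -0.29, standard error 0.12, adjusted p = 0.0548 from the same test). It was lower with upper-quartile normalization, with DESeq2's Wald test and without control replicate 1 or Nrf2 overexpression replicate 1. With the trend with exon length removed, the log2 fold change of GstD1 changed sign and did not pass the threshold. The threshold was not passed by Trxr1 (log2 fold change 0.13, standard error 0.11, adjusted p = 0.301). The paper turned to the upregulated genes because Nrf2 is a transcriptional activator.

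**Figure D2:**
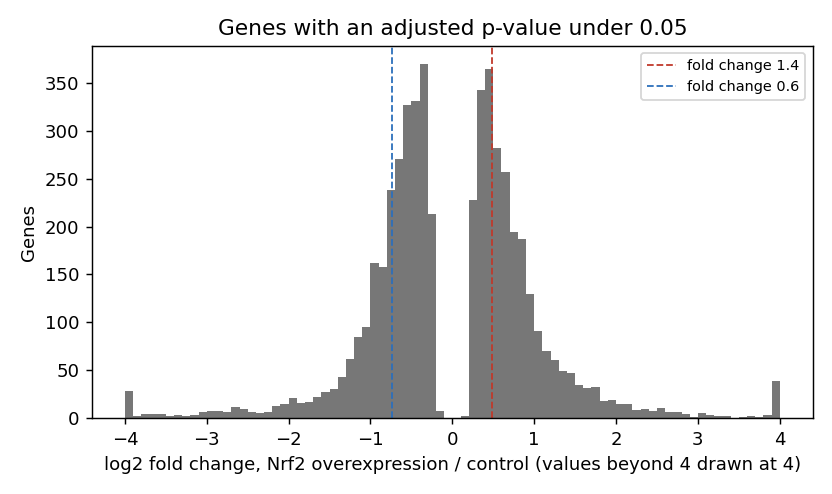
Number of genes (vertical axis) by log2 fold change (Nrf2 overexpression over control, horizontal axis, in steps of 0.1) among genes with an adjusted p-value under 0.05. Dashed lines mark fold changes of 1.4 and 0.6. With TMM scaling, 2585 genes lie right of 0 and 2644 left of it, and the line on the left lies farther from 0. Values beyond 4 in size are drawn at 4.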

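All 121 listed genes were found in the count files, 119 by identifier and the others by synonym, and 120 were tested. In Nrf2 overexpression, 118 of the 121 were called higher, and 120 were higher at an adjusted p-value under 0.05 without a fold limit, over all genes as well as adjusted over the list alone. The list was chosen partly on these libraries, so these counts are not independent evidence. The median log2 fold change of the 120 genes was 1.10, also with blanks at its lower bound, as blanks had at most 3 counts in every control library. The other 119 genes ranged from 0.47 to 6.34. Upper-quartile normalization and a filter of at least 10 counts in every library each lowered the number called to 107, and leaving out control replicate 1 lowered it to 106. The genes not called were chosen for mention after their values were seen. Ctu2, listed as CG10189, and Elba2 had fold changes of 1.38 and 1.39, just under the limit, and CG11893 had too few counts to be tested. Among the 15 hits that the paper later took from its screen, all were higher at an adjusted p-value under 0.05. Xrp1 (FBgn0261113, chromosome 3R from 18914968 to 18926989) rose from 6565 ± 121 to 17262 ± 3355 normalized counts (SD, n = 3 in each), a log2 fold change of 1.40 (standard error 0.14, adjusted p = 3.05e-05 from edgeR's quasi-likelihood test). Ude (FBgn0039226) had the largest change of the 15, with a log2 fold change of 3.33 (standard error 0.37, adjusted p = 5.31e-05 from the same test). Apart from Ude and Gclc, the log2 fold changes of the hits lay between 0.71 for Gdh (standard error 0.14, adjusted p = 0.00133) and 1.79 for Vajk2 (standard error 0.27, adjusted p = 3.27e-04). Gclc (FBgn0040319) had the smallest change, a log2 fold change of 0.45 (standard error 0.14, adjusted p = 0.0189), a fold change of 1.37. Its adjusted p-value rose above 0.05 without control replicate 2 (0.0703), without Nrf2 overexpression replicate 2 (0.0772) and with the trend with exon length removed (0.19). The adjusted p-value of Cyp6d2 was 0.0513 without control replicate 3.

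**Figure D3:**
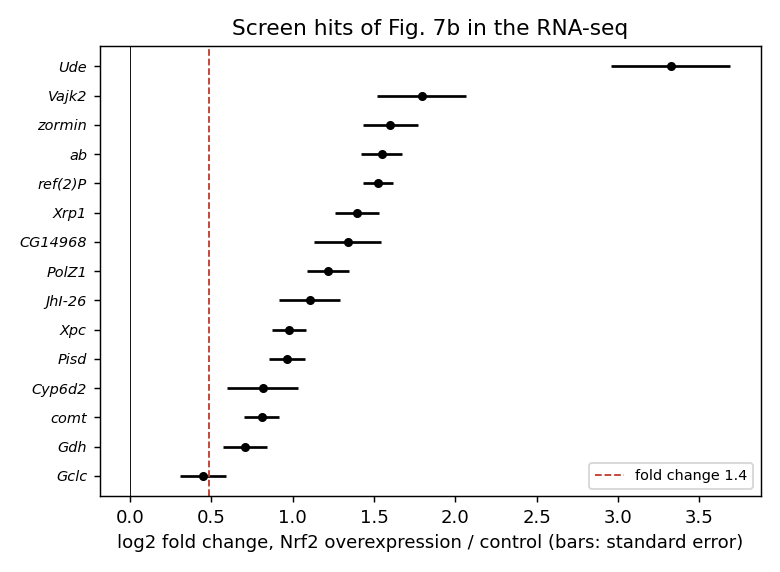
Log2 fold change (Nrf2 overexpression over control, horizontal axis) of the 15 hits of Fig. 7b, from 3 libraries per genotype. Points are fitted values, bars are standard errors and the dashed line marks a fold change of 1.4. Every hit lies above 0, from 0.45 for Gclc, left of the dashed line, to 3.33 for Ude.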

We then ordered all available RNAi fly lines against those genes from VDRC’s KK library (91 lines, corresponding to 87 genes) and used them to carry out a targeted RNAi screen to assess the impact of silencing those genes on Minute cell competition. Upon completion of the screen, we quantified all datasets created using PECAn. Each batch carried its own reference Minute cell competition control in which MiWO tool was crossed to the recommended control by VDRC corresponding to the RNAi lines tested (see Methods). As a quality control step, all reference controls were pairwise compared to all other control groups for both *RpS3*^*+/−*^ pouch coverage and cell death metrics via two-tailed Wilcoxon–Mann–Whitney *U*-test. Those control groups which were scored as significantly different relative to the majority of other control groups were considered outliers, and these controls were discarded along with their corresponding batch. From the resulting 80 experiments (Supplementary Data 6), we identified 15 gene hits, which showed a statistically significant effect on *RpS3*^*+/−*^ pouch coverage and/or *RpS3*^*+/−*^ border death, as determined via a Mann–Whitney *U*-test with an FDR p-adjustment (Fig. 7b). Importantly, due to the use of automated image analyses afforded by PECAn, to the best of our knowledge, this is the first cell competition screen reported to use competitive death, in addition to patch size, as a screening parameter. This allowed us to identify RNAi conditions that affect competitive death without necessarily affecting patch size (Fig. 7b), as is the case for the RNAi of the initiator Caspase, Dronc (Fig. 3h, i). One of the 15 hits was *Xrp1*, which has been previously implicated in Minute cell competition^18,19^ and therefore acted as positive control. To further confirm the validity of the screen, we chose a subset of five of the hits (four that worsened cell competition metrics and one that rescued) to test reproducibility of the screen results: *Glutamate-cysteine ligase-catalytic subunit (Gclc)*, *Glutamate dehydrogenase (Gdh)*, *Abrupt (ab), Vajk2*, and *Zormin*. For all of these genes, replication of these experiments confirmed the results from the screen (Fig. 7c), therefore confirming these RNAi lines as robust hits for modulators of Minute cell competition, the characterisation of which will be described elsewhere. Thus, the use of PECAn and of this screening methodology has yielded several promising cell competition leads.

**Fig. 7:**
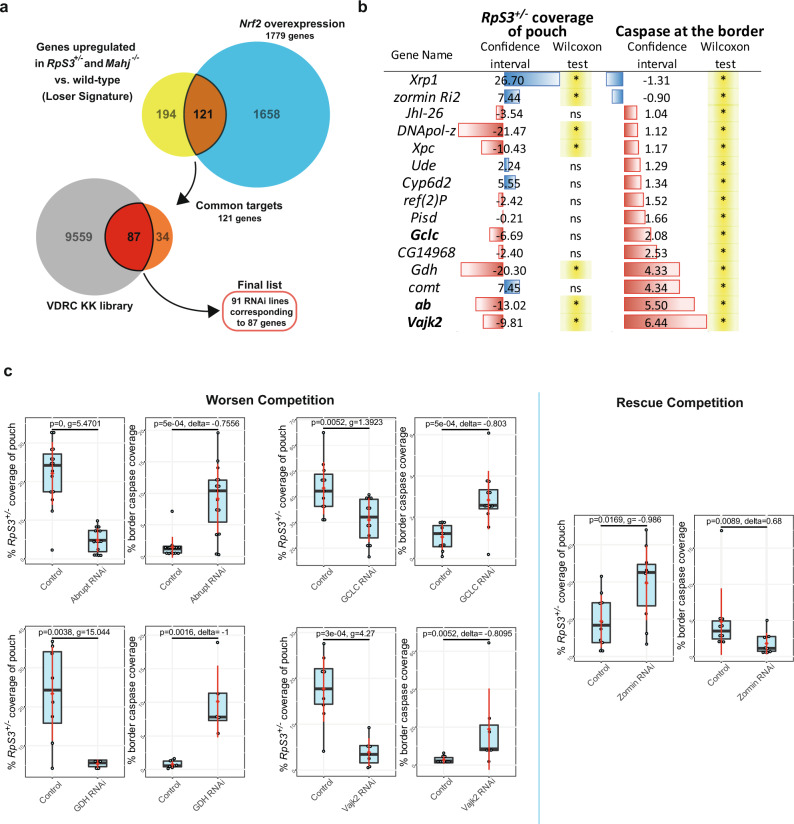
A PECAn-powered RNAi-based screen identifies a list of cell competition genes. **a** Schematic showing how target genes were identified. Initial hits were identified as those which were upregulated relative to the wildtype in wing discs heterozygous mutant for one of either of two loss-of-function alleles for *RpS3* and in homozygous *Mahjong* mutant wing discs. These initial hits were then refined by comparing them against genes upregulated in a third prospective loser condition, wing discs mildly overexpressing *Nrf2*. Of these 121 genes, we obtained 91 RNAi lines from the VDRC KK collection targeting 87 genes. **b** List of gene hits identified as candidate modulators of cell competition in the screen. MiWO wing discs expressing an RNAi were compared against control MiWO discs for both percent pouch coverage and percent cell death coverage at *RpS3*^*+/−*^ patch borders. Hits were identified as those which yielded a statistically significant effect, as determined via a Wilcoxon–Mann–Whitney *U*-test with FDR p-adjustment, on either parameter. **c** Post-screen validation of a subset of gene hits, showing replication of screen results for RNAi’s targeting *ab, Gclc, Gdh*, or *Vajk2*, which exacerbate *RpS3*^*+/−*^ cell competition and *Zormin*, which alleviates *RpS3*^*+/−*^ cell competition. Statistics for the percent patch coverage reflect two-sided student’s *t*-test with an un-pooled Hedges’ g effect size metric, and statistics for the percent caspase coverage of the border reflect two-sided Wilcoxon–Mann–Whitney *U*-tests with a Cliff’s δ effect size metric. Box and whisker plot denotes minimum, first quartile, median, third quartile, and maximum, whereas red diamond and whiskers denote mean and 95% CI. Biologically independent samples per condition are as follows: *Abrupt*: *n*_control_ = 15, *n*_RNAi_ = 15; *GCLC*: *n*_control_ = 11, *n*_RNAi_ = 12; *Gdh*: *n*_control_ = 8, *n*_RNAi_ = 5; *Vajk2*: *n*_control_ = 9, *n*_RNAi_ = 7; *Zormin*: *n*_control_ = 14, *n*_RNAi_ = 10 (replicate 1), *n*_control_ = 10, *n*_RNAi_ = 10 (replicate 2). Source data are provided as a Source Data file.

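The level of cnc differed between the replicates. It took 0.0119%, 0.0107% and 0.0112% of all counts in control replicates 1 to 3, and 0.505%, 0.884% and 1.03% in Nrf2 overexpression replicates 1 to 3. The 95% exact Clopper-Pearson interval of the lowest Nrf2 overexpression share ran from 0.502% to 0.508%, and that of the highest from 1.03% to 1.04%; these intervals cover counting error only. By counts, cnc ranked 1728, 1816 and 1748 among all genes in control, and 6, 2 and 2 in Nrf2 overexpression.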

### Discussion

Clonal analysis techniques in situ provide unique and powerful methods for probing the behaviour of and interactions between heterogeneous cell populations. The challenges of extracting meaningful data from these samples, however, limits the speed, consistency, sensitivity, throughput and quality with which researchers can conduct these experiments, leading to under-analysed datasets, operator dependent variability/reproducibility issues, and low statistical power. To address this, we have created a complete high-throughput image and data analysis pipeline for the 3D analyses of mosaic samples. This pathway is approachable and user-friendly even to biologists without programming or image analysis expertise. The underlying code is written in the powerful yet approachable Jython/Python and R languages, and researchers with programming experience will be able to readily incorporate other tools and algorithms into the pipeline. The software furthermore generates clear visual outputs of all measurements performed, allowing users to readily tailor the analyses to their samples.

The identification of a previously undescribed sexual dimorphism in minute cell growth in competing wing discs also highlights the utility of a high-throughput analysis approach. As the field generally has not accounted for gender before, this one factor might contribute to contrasting data seen in prior cell competition findings, and it may hamper sensitivity and discovery power. This is particularly relevant in screens for cell competition genes, where clone size is normally the parameter of choice^34–36^, given that more labour-intensive analyses, such as for competitive death, cannot be carried out at scale, in the absence of an automated analysis tool like the one here presented. It remains unknown what mechanism accounts for this dimorphism: for instance, this difference in growth rates need not result from an explicit winner/loser interaction and could be due to differences in circulating levels of ligands. For instance, this difference could result from a sexual dimorphism in circulating levels of Unpaired ligands in *Drosophila*^22^, signalling molecules which have been implicated in regulating both loser and winner cell growth and proliferation during competition^17,37^. It is not known whether the sexual dimorphism we describe reflects an effect on cell competition or whether it is due to autonomous differences in growth rates of *Minute* cells in males and females, which reveal themselves in a mosaic context. Irrespective of this, we suggest that studies of cell competition should account for gender in experiments evaluating for growth and clone coverage.

It is furthermore interesting that we observe an enrichment of p62 foci in *RpL27A*^*+/−*^ loser cells, which contradicts a prior report^26^. This discrepancy may be due to the nature of the mutations used, as we used an allele (*RpL27A*^1^) different from the one (Df(2 L)M24F11) used in the previous study. As proteotoxic stress has been observed in *RpS3, RpS23, RpS26*, and *Mahj* mutants, a genetically unrelated though phenotypically similar mutation resulting in cell competition^13,14^, our data showing that it is also found in *RpL27A* cells argue that proteotoxic stress is not exclusively a phenotype of small ribosomal subunit mutations.

A further advantage of this pipeline is that, with its built-in cell segmentation tools, it enables direct counts of apoptosing and non-apoptosing cells. Such an approach enables the use of more powerful and informative statistical techniques and analyses, such as those presented in this manuscript. These analyses have enabled us to investigate the parameters of competitive cell death with a high level of quantitative rigour.

The RNAi screen presented in this manuscript serves as a demonstration of the power of PECAn as a quantitatively rigorous and sensitive screening platform. It also provides a list of genes which merit further investigation, and which will likely lead to important advances in the mechanistic understanding of Minute cell competition. Importantly, some of the targets identified influence loser cell death without any corresponding effect on the size of loser patches. As prior cell competition screens have scored for conspicuous visible changes in clone size, these targets would likely not have been detected using prior screening methodologies.

Though the majority of these genes have not been previously implicated in Minute cell competition, many are involved in pathways which have previously linked to this process. For instance, *Pisd*^38^ and *Gdh*^39^ are genes with metabolic roles, and metabolic changes and signals have been shown to be essential in forms of cell competition and supercompetition^40,41^. *Xpc*^42^ and *Ude*^43^ are involved in the DNA damage response, a process which has repeatedly been linked to cell competition^17,44,45^. The tools, analyses and gene datasets presented in this manuscript therefore will boost progress in our understanding of cell competition.

## Methods

### Ethical statement

We have complied with all ethical regulations for *Drosophila melanogaster* animal studies research, which are exempt from the Animals (Scientific Procedures) Act.

### Software development

The Pipeline for Enhanced Clonal Analysis (PECAn) software was designed in the script editor of ImageJ299 FIJI version 1.53d^9^. All code was written in the Jython 2.7.2 programming language. In addition to base FIJI packages, the Bio-Voxxel, MorphoLibJ^11^, and the IJ-plugins toolkit were used. The R shiny analysis application was made in RStudio using R3.6.3 and shiny 1.5.0. The analysis app uses the following external libraries: PerformanceAnalytics, ggplot2, boot, MASS, car, RColorBrewer, ggpubr, markdown, ggsignif, rhandsontable, msm, dplyr, magrittr, ICSNP, mvnormtest, psych, corrplot, rcompanion, stringr, effsize, sandwich, ggthemes, shinyBS, reshape2, and effects. A list of statistical tests along with their associated R function is provided in Table 1. The software, source code, sample images, and instructional videos are provided in the supplementary electronic materials.

**Table 1:** Statistical packages incorporated into PECAn analysis tool

Test	Function	Package
Wilcoxon Signed Rank	compare_means	ggpubr v0.4.0
Wilcoxon Rank Sum	compare_means	ggpubr v0.4.0
Student’s *t*-test	compare_means	ggpubr v0.4.0
Paited *t*-test	compare_means	ggpubr v0.4.0
Kruskal-Wallis	compare_means	ggpubr v0.4.0
ANOVA	compare_means	ggpubr v0.4.0
Shapiro-Wilks	shapiro.test	stats v3.6.2
Fligner-Killeen	fligner.test	stats v3.6.2
Fisher’s exact	fisher.test	stats v3.6.2
Cliff’s delta	fliff.delta	effsize v0.8.1
Cohen’s d	cohen.d	effsize v0.8.1
Hedge’s	cohen d	effsize v0.8.1
Spearman’s rho	cor.test	stats v3.6.2
Pearson’s r	cor.test	stats v3.6.2
Kendall’s Tau	cor.test	stats v3.6.2
P-adjustments	p.adjust	stats v3.6.2
Correlation matrix	chart.Correlation	PerformanceAnalytics v2.0.4
Multiple linear regression	Lm	stats v3.6.2
Logistic regression	Glm	stats v3.6.2
Poisson regression	Glm	stats v3.6.2
Negative binomial regression	glm.nb	MASS
Variance inflation factors	Vif	car v3.0-10
Durbin-Watson Test	durbinWatsonTest	car v3.0-10
Non-constant variance of error	ncvTest	car v3.0-10
Nagelkerke pseudo-R^2^	Nagelkerke	rcompanion v2.3.26
Cox and Snell pseudo-R^2^	Nagelkerke	rcompanion v2.3.26
McFadden pseudo-R^2^	Nagelkerke	rcompanion v2.3.26

### Fly husbandry and RpS3^+/−^ cell induction

All flies were reared on wheat-based food prepared according to the following recipe: 7.5 g/L agar powder, 50 g/L baker’s yeast, 55 g/L glucose, 35 g/L wheat flour, 2.5% nipagin, 0.4% propionic acid and 1.0% penicillin/streptomycin, and all experimental crosses were kept in an incubator at 25 °C. The parent cross was allowed to lay eggs for 24 h, and all dissections were performed on larvae at the wandering third instar stage, 6 days after the start of egg laying. *RpS3*^*+/−*^ cell induction was accomplished using a heat-shock inducible FLP recombinase by placing fly vials in a water bath set to 37 °C. Specific heat shock timings and durations are listed in Supplementary Data 7. For *RpS3*^*+/−*^ cells expressing temperature-sensitive constructs, fly vials were transferred to a water bath set to the specified temperature immediately following heat shock and were then dissected as normal. All conditions compared within an experiment were processed in parallel at the same time (e.g. eggs collected in the same 24 h window, crosses heat shocked at the same time and dissected at the same time). This includes comparisons between male and females, which were always taken from the same vial. Experimental genotypes, and *RpS3*^*+/−*^ cell induction conditions are listed in Supplementary Data 7. Additional steps were taken to ensure consistency during performance of the screen. First, to minimise temperature fluctuations all experimental crosses were kept in a waterbath set to 25 °C. Furthermore, to control for genetic background and batch to batch variability, every batch had, as internal cell competition reference, a control cross where a relevant landing site control fly line from the KK RNAi collection, matched to the RNAi lines, was used. The control lines used were either the VDRC *attP* control line (cat#60100), when the RNAi line tested had an insertion only in the host strain attP site at the cytological location 30B, or the VDRC *40D-UAS* control line (cat#60101), when the RNAi line tested was inserted in both host strain attP sites, at the cytological locations 30B and 40D.

The following fly stocks were used: *RpS3*^*Plac92*^ (cat#BL5627) and *RpL27A*^1^ (cat#BL5697), (Bloomington *Drosophila* Stock Centre), *UAS-Xrp1-RNAi* (cat#107860), *attP* control line (cat#60100), *40D-UAS* control line (cat#60101), and *UAS-Dronc-RNAi* (cat# 100424) were obtained from the Vienna *Drosophila* Resource Centre. *yw*, *UAS-myr-RFP*, and *hs-FLP;;FRT82B* were provided by Daniel St. Johnston, *hh-Gal4/TM6b* was provided by Jean-Paul Vincent. *w* + */w-; tub* > *CD2>Gal4, UAS-CD8-GFP; tub-Gal80*^*ts*^ was provided by Bruce Edgar, and the *tub»>>Gal4* driver was generated by flipping out this stock. *UAS-Nrf2* was described in^46^. *hs-FLP, UAS-CD8-GFP;; RpS3[Plac92], act* > *RpS3>Gal4/TM6b* was described in^14^. *Xrp1-LacZ* was provided by Nicholas Baker^18^. All RNAi lines used in the screen are provided in Supplementary Data 6.

### RNA sequencing

RNA sequencing was performed as described in^17^. For the Nrf2 overexpression condition, larvae were of the following genotype: *hs-FLP / +; tub»>>Gal4, UAS-CD8-GFP /* + *; UAS-nrf2 / tub-Gal80*^*ts*^. For the control condition, larvae were of the following genotype: *hs-FLP / +; tub»>>Gal4, UAS-CD8-GFP / +; tub-Gal80*^*ts*^*/ +*, Larvae were reared as normal but were maintained in a water bath set to 28 °C. L3 wandering females were selected.

### Dissection, fixation, and immunofluorescence

All larvae were washed once and then dissected at room temperature in phosphate-buffered saline (PBS). Hemi-larvae were then immediately transferred to pre-chilled PBS on ice and then fixed in 4% formaldehyde for 20 min at room temperature on a nutating mixer. Hemi-larvae were subsequently permeabilized for 20 min in room temperature 0.25% Triton X-100 in PBS (PBST) followed by a 30-min blocking step in 4% foetal bovine serum in PBST. Rabbit anti-DCP-1 antibody (Cell Signalling, cat#9578 S) was diluted 1:2500 in blocking buffer, and primary incubations occurred overnight at 4 °C on a rocker. Larvae were then washed three times for at least 10 min in PBST at room temperature. Secondary antibody and DAPI were diluted in blocking buffer, and hemi-larvae were incubated in secondary antibody for a minimum of 45 min at room temperature, followed by 3X additional 10-min PBST washes and then mounted in VectaShield mounting medium and sealed with a coverslip and nail varnish. Rabbit anti-p-eIF2α (Cell Signalling, cat#3398 T) and mouse anti-beta galactosidase (Promega, cat#Z3784), mouse anti-beta galactosidase (Promega, cat#Z3781), were used at a concentration of 1:500 using the same protocol. Rat anti-Ci (DSHB #2A1) was used at a dilution of 1:1000, rabbit Rabbit anti-p62 (1:2,000) was provided by Tor Erik Rusten^47^ and immunostaining was performed as in^14^. Secondary antibodies used were donkey anti-rabbit IgG Alexa Fluor 555 (1:500, Thermo Scientific, cat#A31572), donkey anti-rabbit IgG Alexa Fluor 488 (1:500, Thermo Scientific, cat#A21206), goat anti-rat IgG 647 (1:500, Thermo Scientific, A21247), goat anti-mouse IgG 555 (1:500, Thermo Scientific, A21127).

### Image acquisition

All slides were imaged on Leica SP-5 or SP-8 confocal microscopes using a 40x, 1.3 numerical aperture PL apochromatic oil immersion objective with Leica type F fluorescence immersion oil. LAS AF 2.7.3.9723 software was used for image acquisition. Wing discs were imaged at 1.4x digital zoom over the entire pouch region, with Z-steps corresponding to 1 µm, with the exception of the datasets in Fig. 4d–g and Supplementary Fig. 4, wherein only single Z-planes were acquired, as no evaluation of cell death was performed. All images were captured as 8-bit images at either 512×x512 or 1024×x1024 resolution using LAS X software.

### Time to pupariation assay

Flies from experimental crosses were allowed to lay eggs on normal fly food for 24 h. Tubes containing eggs were maintained in a 25 °C incubator. Emerging pupae were scored over time. Each genotypic condition was scored in 5-6 independent repeats. The number of pupae was normalised to the total amount of pupae per vial and plotted as the cumulative fraction of pupariating larvae per time. The data points were fitted with a sigmoid function using a nonlinear least squares method as in^17^.

### Statistics and reproducibility

For univariate statistics, parametric assumptions were evaluated using a Shapiro-Wilks normality test and a Fligner-Kileen homogeneity of variance test. If parametric assumptions were satisfied, a two-tailed student’s *t*-test was performed along with a Cohen’s d or Hedge’s g effect size. If assumptions were violated, a two-tailed Mann–Whitney *U*-test was performed along with a Cliff’s δ effect size. A pairwise two-tailed Wilcoxon signed-rank test was performed on wing discs with a competing anterior and non-competing posterior compartment, as the datasets were paired, and assumptions were violated. Manual quantifications used for validation of the pipeline were made in FIJI 1.53d and statistical tests were run in Graphpad Prism 9.5.1 using the same workflow.

For the multiple logistic regression analysis shown in Fig. 6, the dependent variable was, for each *RpS3*^*+/−*^ cell in all wing discs, whether or not the cell was undergoing apoptosis, as determined using combined single cell and foci segmentation in PECAn. Multiple logistic regressions were then performed in PECAn considering a range of non-multi-collinear terms (as determined by a variance inflation factor below 5) within the PECAn data outputs, and we filtered between alternate models by selecting for the lowest Akaike information criterion. Data transformations were considered but were not seen to noticeably improve the model. To correct for multiple comparisons, *p*-values were adjusted using the False Discovery Rate (FDR) technique. The same optimization was performed for the logistic regression analysis shown in Supplementary Data 3, however the dependent variable was instead the number of apoptotic vs. non-apoptotic cells in the loser patch border for each wing disc. Source data for all quantifications and replicates is provided in the Supplementary Source Data File. For all experiments, no statistical method was used to predetermine sample size. No data were excluded from the analyses, and researchers were not blinded to allocation during experiments and outcome assessments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Video 1

Peer Review File

## Data Availability

Source data are provided with this paper and are available as a source data file. The RNA-sequencing dataset generated in this study have been deposited in the Gene Expression Omnibus repository with the accession number of GSE181165, the SRA accession number is SRP330534. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The PECAn image and statistical analysis pipeline identifies Minute cell competition genes and features
**Source:** Nat Commun. 2023 May 10;14:2686. doi: 10.1038/s41467-023-38287-x
**Supplement:** Supplementary file 1 — Supplementary Information

## The PECAN image and statistical analysis pipeline identifies Minute cell competition genes and features

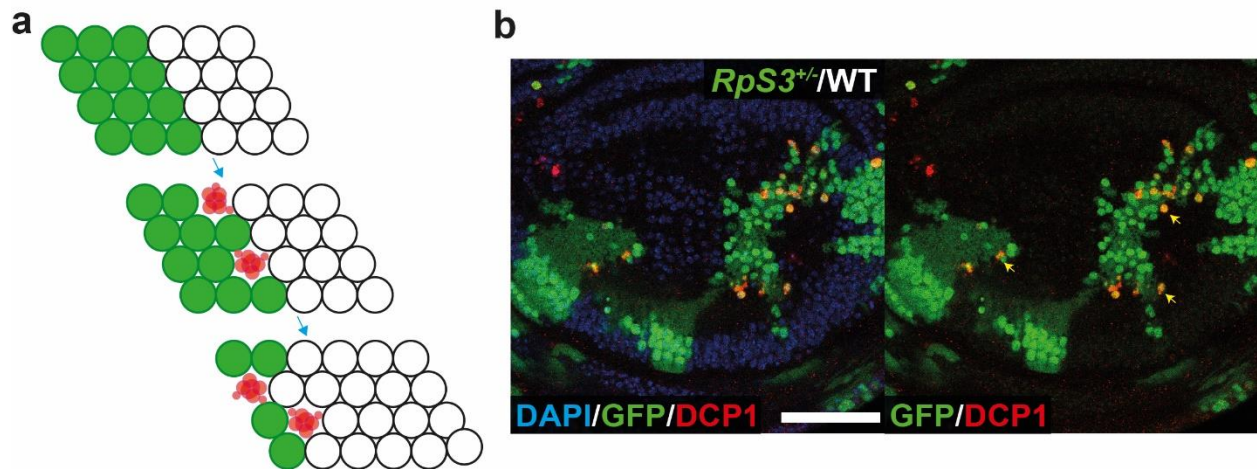

**Supplementary Fig. 1: Minute cells are apoptotically eliminated by proximal wildtype cells in mosaic tissues.** (a) Schematic representation of Minute cell competition. Cells carrying heterozygous mutations in ribosomal protein genes (green) undergo cell competition when confronted with wild-type cells (white). Minute 'loser' cells closest to wildtype cells undergo apoptosis (red). Wildtype 'winner' cells proliferate and fill the vacated space. Over time, the winner population expands, and the loser population contracts. (b) An example of Minute cell competition in a wandering third instar *Drosophila* wing disc. Cells heterozygous for *RpS3* (green), a Minute mutation, undergo apoptotic cell death (red, yellow arrowheads) when adjacent to wild-type cells (unlabelled). Scale bar corresponds to 50  $\mu$ M.

**a**

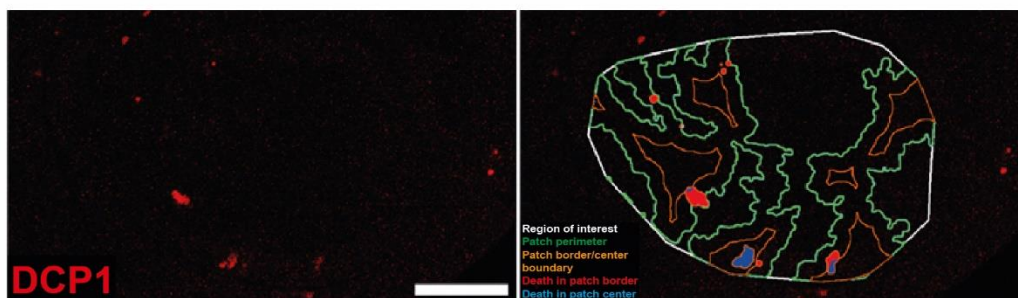

**Supplementary Fig. 2: Representative imagej/FIJI PECAn outputs showing cell death segmentation.** (Left) The raw cell death channel used for segmentation, along with a 50 $\mu$ m scale bar. This image reflects a competing wing disc stained with anti-Dcp-1 (red). (Right) Overlay of parameters measured by the macro on the raw cell death channel. The white line demarcates the outline of the pouch region. The cell patch perimeter is shown in green, and the patch border/patch centre boundary is in orange. The cell death signal is automatically assigned as occurring in the border region, shown in red, or as occurring in the patch centre, shown in blue.

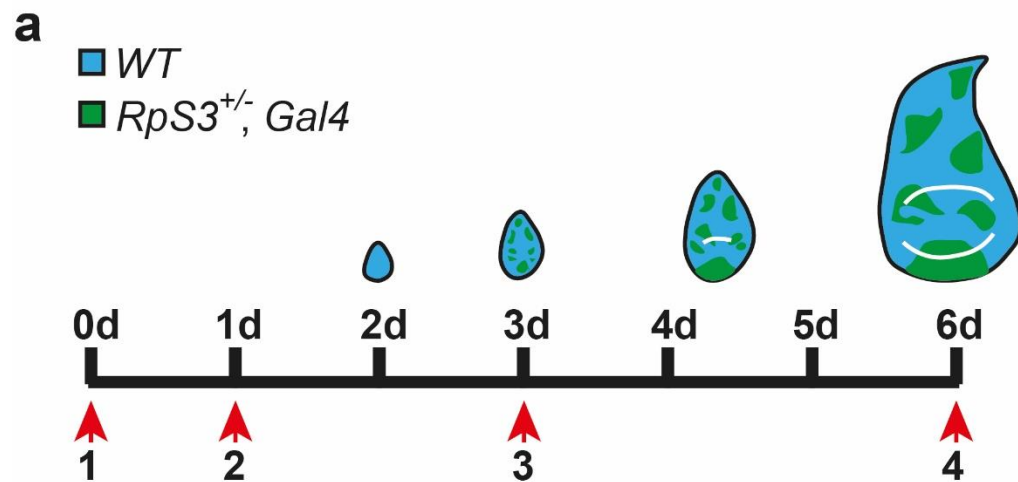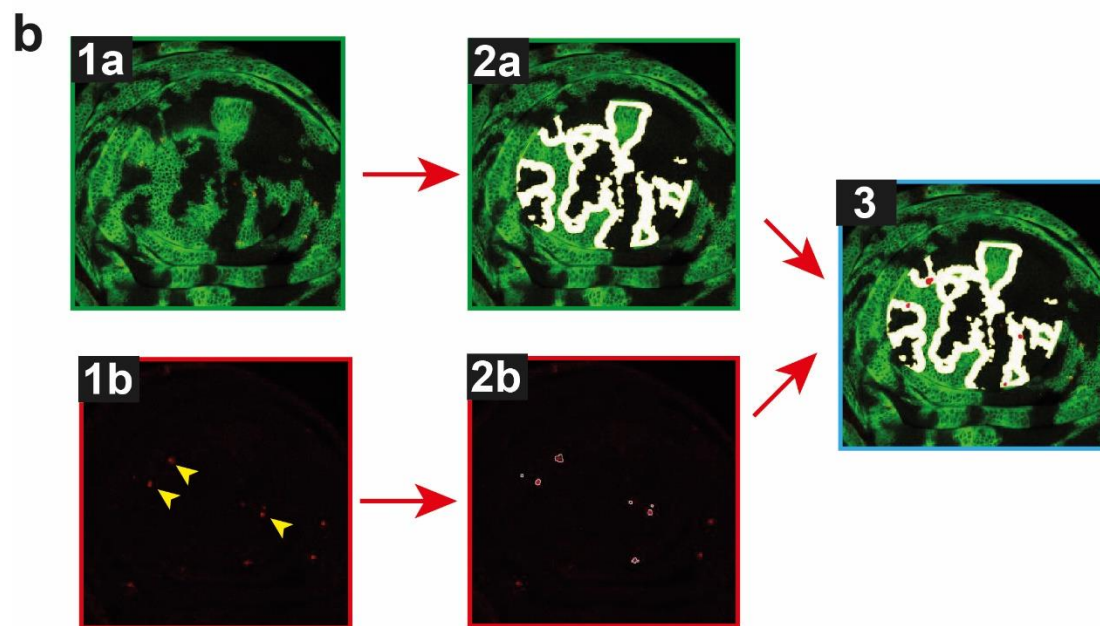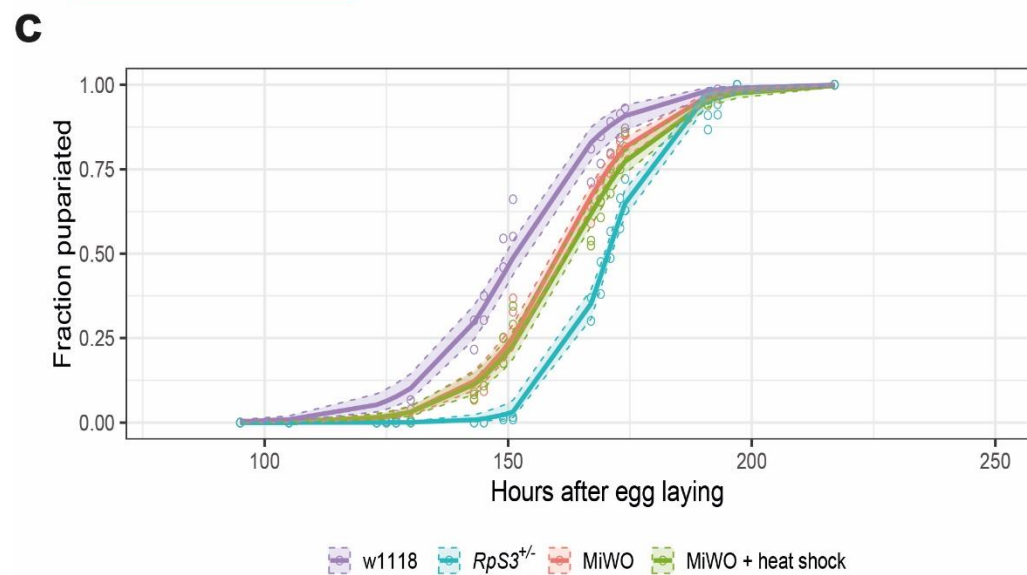

**Supplementary Fig. 3: Analysis of Minute cell competition.** (a) Schematic showing experimental procedure and our strategy for induction of somatic *RpS3*<sup>+/-</sup> cells, using a genetic tool described in <sup>14</sup>. Larvae of the *hs-FLP*, *UAS-CD8-GFP/+;; RpS3[Plac92]*, *act>RpS3>Gal4/+* genotype carry a heterozygous mutation in *RpS3*, and a rescuing transgene driven by an actin promoter, flanked by FRT sites (shown in blue). On day three after egg laying, larvae are heat-shocked to drive transient expression of the FLP recombinase transgene, which is under control of the *hsp70* promoter. FLP-induced FRT recombination, results in the sporadic excision of the *RpS3* rescuing transgene, as well as a stop codon. This generates *RpS3*<sup>+/-</sup> cells expressing Gal4 (under the actin promoter), which in turn induces expression of a UAS-driven GFP (shown in green). Over subsequent days, *RpS3*<sup>+/-</sup> cells undergo competitive elimination by their wildtype winner neighbours. (b) Strategy for quantitative analysis of cell competition. In order to assess cell competition-induced cell death, information is required about both the loser patches (GFP-positive (green), top) and levels of cell death (Dcp-1-positive (red), bottom). First, the region of the patches within two cell diameters of the winners (white overlay in 2a and 3) and the patch centre (the region within the patches further than two cell diameters from the winners), where loser cells are shielded from cell competition, are identified. Then, the numbers of dying cells in the border and centre regions are counted. This information is then combined to obtain densities of apoptotic events in the patch border versus the patch centre. (c) Plot showing the cumulative fraction of larvae pupariated on the y-axis and hours after egg laying on the x-axis for wild-type (*w*<sup>1118</sup>) larvae (purple), *RpS3*<sup>+/-</sup> larvae (blue), MiWO larvae which had not been heat shocked (orange), and MiWO larvae which had been heat shocked for 25 minutes (green). Data (dots) were fitted to a sigmoid curve;

the shaded area represents 99% confidence intervals for the fit. Each condition consists of at least five repeats of  $n > 40$  larvae. Source data are provided as a Source Data file.

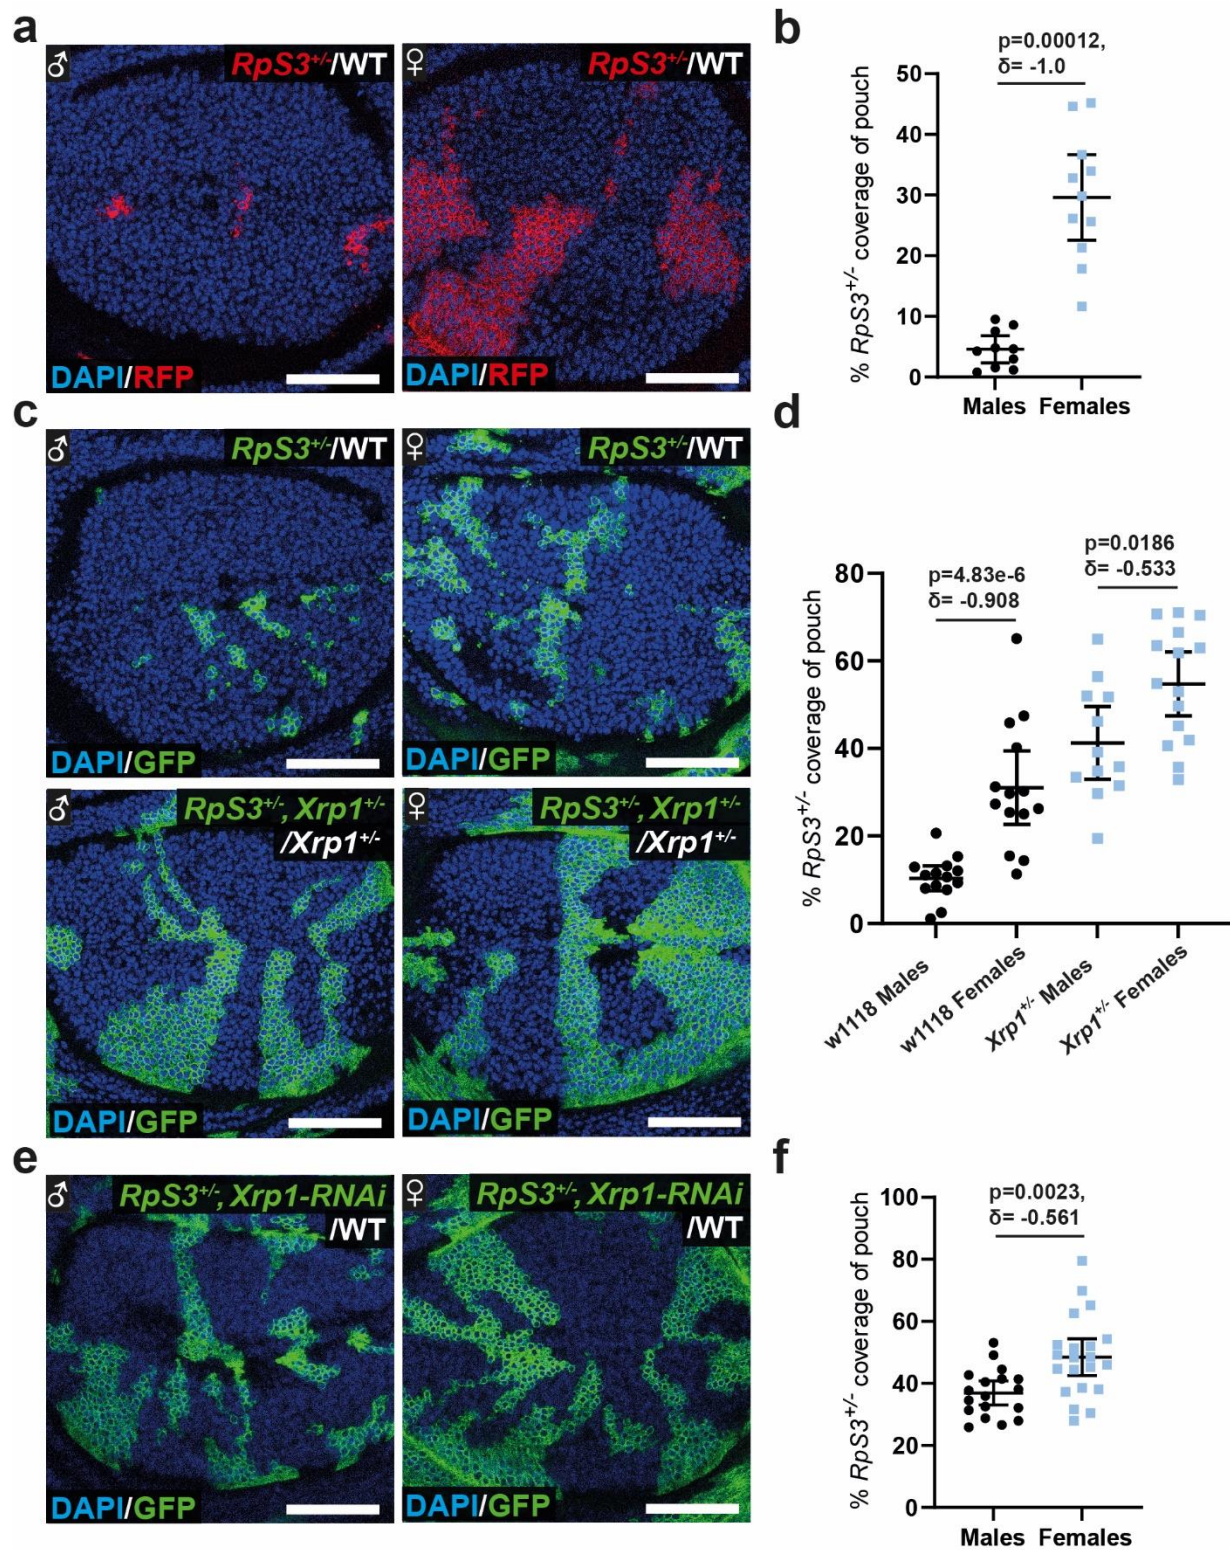

**Supplementary Fig. 4: Male/female sexual dimorphism is observed with a flippase carried on an autosome and in the context of *Xrp1* knockdown.** (a) Representative images of wing discs from male (left) or female (right) larvae containing *RpS3<sup>+/-</sup>* losers (red) and wildtype winners (unlabelled) and stained for DAPI. Patches were induced using a *hs-FLP* construct carried on the second chromosome, an autosome. (b) Quantification of loser pouch coverage of wing discs as in (a). Statistics reflect two-sided Wilcoxon-Mann-Whitney U test with Cliff's  $\delta$  effect size. Measure of center and error bars are shown as mean and 95% CI, respectively. Biologically independent samples per replicate are as follows: replicate 1:  $n_{\text{Males}}=10$ ,  $n_{\text{Females}}=11$ ; replicate 2:  $n_{\text{Males}}=6$ ,  $n_{\text{Females}}=8$ ; replicate 3:  $n_{\text{Males}}=7$ ,  $n_{\text{Females}}=8$ . (c) Representative images of wing discs from male (left column) or female (right column) larvae containing *RpS3<sup>+/-</sup>* losers (green) competing against wildtype winners (unlabelled) in a wild type (*w<sup>1118</sup>*) background (top row) or in a background heterozygous mutant for *Xrp1* (bottom row). Wing discs are stained for DAPI (blue). (d) Quantification of loser pouch coverage of wing discs as in (c). Statistics reflect two-sided Wilcoxon-Mann-Whitney U test without adjustment for multiple comparisons with Cliff's  $\delta$  effect size. Measure of center and error bars are shown as mean and 95% CI, respectively. Biologically independent samples per replicate are as follows:  $n_{w^{1118}\text{Males}}=14$ ,  $n_{w^{1118}\text{Females}}=14$ ,  $n_{\text{MiWOMales}}=12$ ,  $n_{\text{MiWOFemales}}=15$ . (e) Representative images of wing discs from male (left) or female (right) larvae with wildtype winners (unlabelled) competing against *RpS3<sup>+/-</sup>* losers expressing *Xrp1-RNAi* (green). Wing discs are stained for DAPI (blue). (f) Quantification of loser coverage of wing discs as in (e). Statistics reflect two-sided Wilcoxon-Mann-Whitney U test with Cliff's  $\delta$  effect size. Measure of center and error bars are shown as mean and 95% CI, respectively. Biologically independent samples per

replicate are as follows: replicate 1: nMales=18, nFemales=21; replicate 2: nMales=18, nFemales=19. Scale bars correspond to 50  $\mu$ M. Source data are provided as a Source Data file. ♀ symbol denotes females, ♂ denotes males.

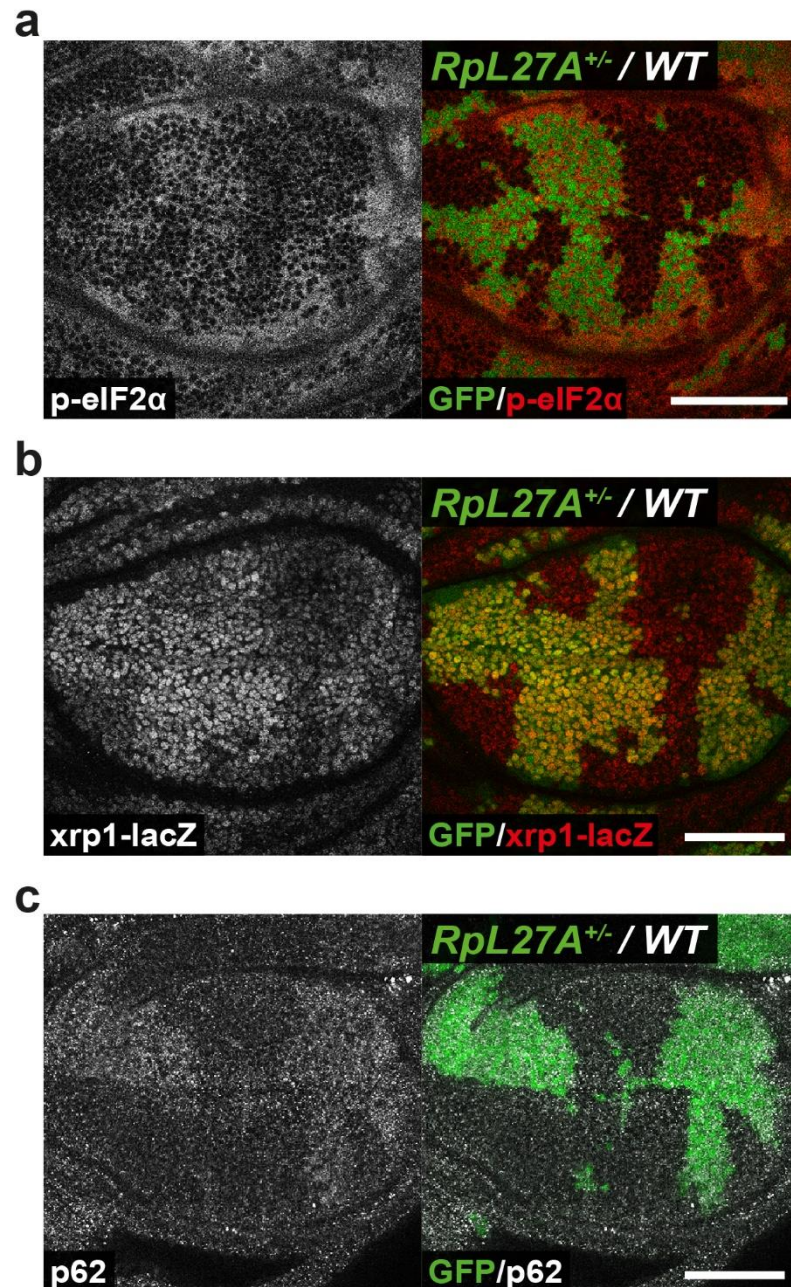

**Supplementary Fig. 5: *RpL27A*<sup>+/-</sup> loser cells display increased p-eIF2 $\alpha$ , increased *xrp1* expression and p62 accumulation. (a-c)** Mosaic wing discs harbouring wildtype cells (unlabelled) and *RpL27A*<sup>+/-</sup> cells (green) immuno-stained for either p-eIF2 $\alpha$  (grey, **a**), beta-galactosidase to detect *xrp1-lacZ* reporter expression (grey, **b**), or p62 (grey, **c**). Scale bars correspond to 50  $\mu$ M.

**a**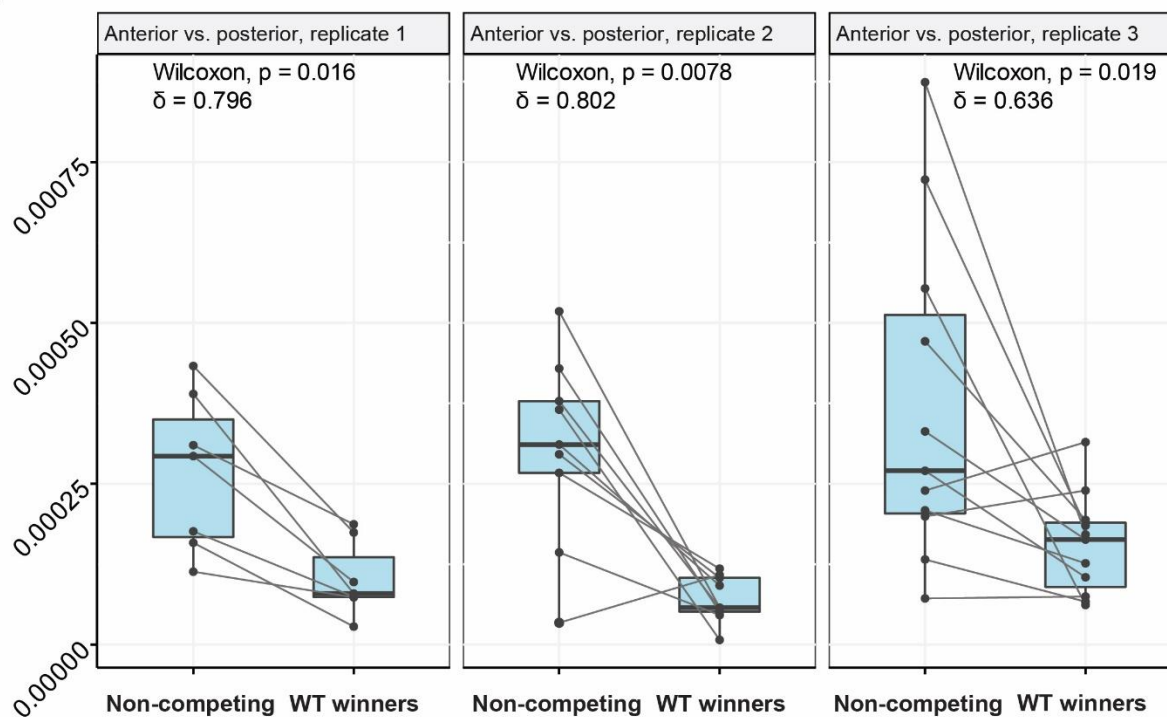**b**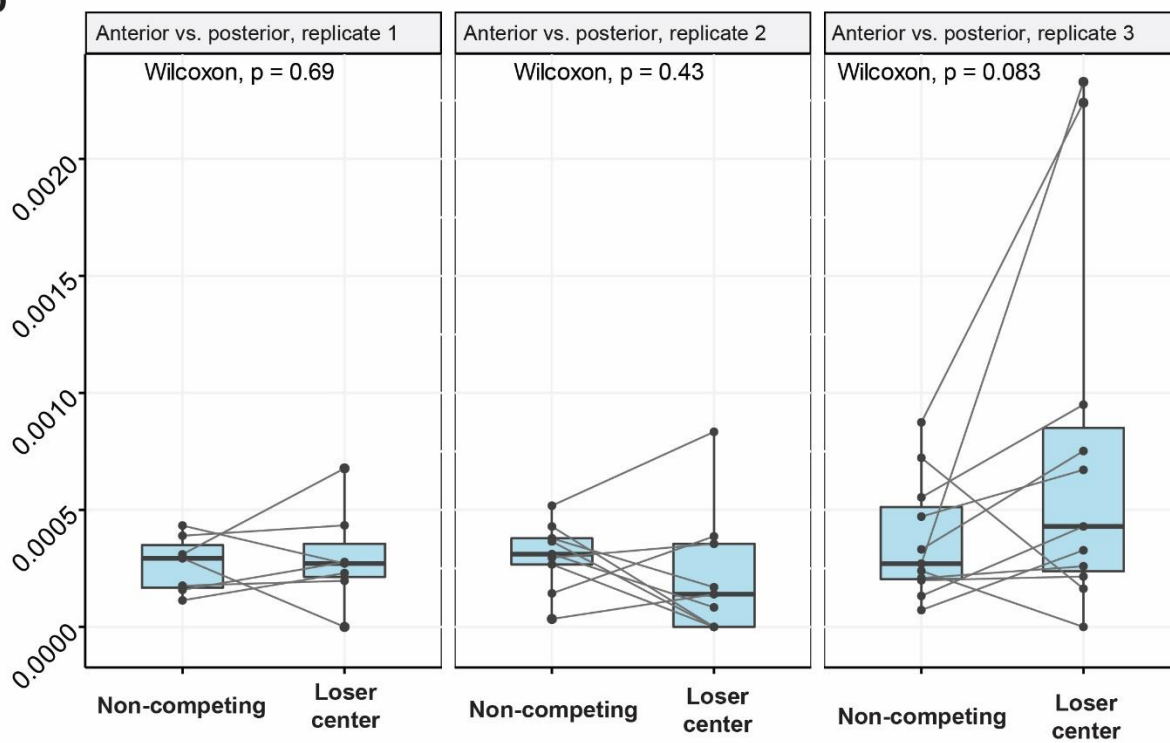

**Supplementary Fig. 6: Non-competing *RpS3<sup>+/-</sup>* cells exhibit higher levels of cell death than competing winners and an equivalent level of cell death to loser cells in the patch centre region. (a-b)** Quantifications of samples as shown in Figure 5. Output graphs and statistical tests generated by PECAN showing the density of Dcp-1-positive cells in the non-competing *RpS3<sup>+/-</sup>* posterior compartment, as compared to the competing WT winner cells in the anterior compartment **(a)** and comparing the non-competing posterior compartment *RpS3<sup>+/-</sup>* cells to *RpS3<sup>+/-</sup>* cells in the centre region of the competing patches in the anterior compartment **(b)**. Graphs display three separate experimental replicates, wherein each dot corresponds to an individual wing disc. Statistics reflect 2-sided Wilcoxon signed rank test with Cliff's  $\delta$  effect size metric. Box and whisker plot denotes minimum, first quartile, median, third quartile, and maximum. Biologically independent samples per replicate are as follows: replicate 1: n=7; replicate 2: n=9; replicate 3: n=11. The scale bars correspond to 50 $\mu$ m. Source data are provided as a Source Data file.

# Supplementary material for: The PECAn image and statistical analysis pipeline identifies Minute cell competition genes and features
**Source:** Nat Commun. 2023 May 10;14:2686. doi: 10.1038/s41467-023-38287-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All data used in this paper derives from confocal images of samples prepared within the Piddini Lab. All images were acquired using a Leica SPS confocal microscope combined with LAS AF 2.7.3.9723 software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Statistical tests comparing manual vs macro output were made using Graphpad Prism 9 software. All further data was generated using the custom PECAn FIJI plugin and associated R shiny app ( <a href="https://github.com/mebaumgartner/Michaels_Magic_Macro">https://github.com/mebaumgartner/Michaels_Magic_Macro</a> and <a href="https://michaelbaumgartner.shinyapps.io/Macro_Analysis_App/">https://michaelbaumgartner.shinyapps.io/Macro_Analysis_App/</a> ). FIJI 1.53d was used, along with Jython 2.7.2, R 3.6.3 and shiny 1.5.0. The Pipeline for Enhanced Clonal Analysis (PECAn) software was designed in the script editor of ImageJ299 FIJI version 1.53d9. All code was written in the Jython programming language. In addition to base FIJI packages, the Bio-Voxel, MorphoLibJ11, and the IJ-plugins toolkit were used. The R shiny analysis application was made in RStudio using R3.6.3 and shiny 1.5.0. The analysis app uses the following external libraries: PerformanceAnalytics, ggplot2, boot, MASS, car, RColorBrewer, ggpubr, markdown, ggsignif, rhandsontable, msm, dplyr, magrittr, ICSNP, mvnrmtest, psych, corplot, rcompanion, stringr, effsize, sandwich, ggthemes, shinyBS, reshape2, and effects. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper and are available as a source data file. The RNA-sequencing dataset generated in this study have been deposited in the Gene Expression Omnibus repository with the accession number of GSE181165.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                |
|-----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | No human research participants were included in this study. The sexes of all <i>Drosophila</i> samples is specified throughout the manuscript. |
| Population characteristics  | N/A                                                                                                                                            |
| Recruitment                 | N/A                                                                                                                                            |
| Ethics oversight            | N/A                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No calculations were performed to determine an appropriate sample size. Sample sizes were chosen to reflect general practice within the competition field.                                                                                                                                                                                                                |
| Data exclusions | In the screen, any datasets wherein the control group was considered a significant outlier by clone size and/or border death metrics were excluded from the final analysis.                                                                                                                                                                                               |
| Replication     | All datasets with replicates are provided in the accompanying source data file. For novel findings, results were independently replicated at least once. For simple controls to evaluate software performance for which biological variability was not deemed a significant concern, one replicate was deemed sufficient.                                                 |
| Randomization   | Data were allocated to experimental groups by genotype                                                                                                                                                                                                                                                                                                                    |
| Blinding        | Data were not blinded. For tests wherein manual quantifications were compared against software output, the same dataset was analyzed in two separate ways, therefore, blinding was not warranted. For all other experiments, including the screen, all datasets were automatically processed by the software, therefore blinding was not deemed necessary or applicable.. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used were: Rabbit anti-DCP-1 antibody (1:2000, Cell Signalling, cat#9578S), Rabbit anti-p-eIF2 $\alpha$ (1:500, Cell Signalling, cat#3398T) and mouse anti-beta galactosidase (1:500, Promega, cat#Z3781), rat anti-Ci (1:1000, DSHB 2A1), and rabbit anti-ref(2)P (1:2000, generated by Tor Eric Rusten and published in PMID: 28077876). Secondary antibodies used were donkey anti-rabbit IgG Alexa Fluor 555 (1:500, Thermo Scientific, cat#A31572), donkey anti-rabbit IgG Alexa Fluor 488 (1:500, Thermo Scientific, cat#A21206), goat anti-rat IgG 647 (1:500, Thermo Scientific, A21247), goat anti-mouse IgG 555 (1:500, Thermo Scientific, A21127)                                                                                                                  |
| Validation      | We have previously published our results with the anti-DCP1, anti-ref(2)P, anti-p-eIF2 $\alpha$ , anti-beta galactosidase, and anti-Ci antibodies (PMID: 33495633, PMID: 34914692, PMID: 28743877). The anti-DCP1 and anti-p-eIF2 $\alpha$ antibodies are endorsed for IF usage by the manufacturer and are well cited in the literature (e.g. PMID: 35179490). Results in our hands are furthermore consistent with this: conditions reported to suppress apoptosis in competing wing discs (Xrpl-RNAi, Dronc-RNAi) indeed show a decrease in apoptosis in our system using this antibody (See figure 2g-h). The anti-Ref(2)P was generated and described previously (PMID: 28077876). For all secondary antibodies, advanced verification statements are available on Thermo Fisher's website. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Unless otherwise specified, all samples were dissected at the wandering third instar stage, 6 days after egg laying. An extensive list of Drosophila lines were used. The sources are detailed in the methods section, and the lines used in the screen are provided in supplementary_data_6. |
| Wild animals            | No wild animals were used                                                                                                                                                                                                                                                                     |
| Reporting on sex        | The sexes of Drosophila samples is indicated throughout. Unless otherwise stated, the sexes of all samples were females.                                                                                                                                                                      |
| Field-collected samples | No field-collected samples were used                                                                                                                                                                                                                                                          |
| Ethics oversight        | No ethical approval was needed, as the study used exclusively Drosophila or other archival datasets.                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: The PECAn image and statistical analysis pipeline identifies Minute cell competition genes and features
**Source:** Nat Commun. 2023 May 10;14:2686. doi: 10.1038/s41467-023-38287-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: Validation of PECAn multivariate regression tools

Title: Supplementary Data 2

Description: Results of single cell logistic regression analysis

Title: Supplementary Data 3

Description: Results of population-level logistic regression analysis

Title: Supplementary Data 4

Description: RNA-seq results for identifying Nrf2/loser candidate targets for screen

Title: Supplementary Data 5

Description: List of all target genes identified for screen

Title: Supplementary Data 6

Description: Results of RNAi screen listed by RNAi line used

Title: Supplementary Data 7

Description: Experimental genotypes and clone induction conditions

Title: Supplementary Video 1

Description: Example of PECAn image analysis output image for competition experiment

How the deposited data were processed for this re-analysis (not part of the article)

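RNA-seq was analysed from wing discs of 3 control and 3 Nrf2 overexpressing samples from wandering L3 female larvae kept at 28 °C. The authors deposited counts of reads per gene for 13955 genes in each library. The values are whole numbers that the authors name raw counts, and they were used as counts without normalization. The paper's text refers to an earlier study for the method, and the aligner, the counting tool, the use of strand and the genome build are not stated there. Each sample's condition was taken from its labels and the Methods. A table of the whole series holding the same values was not used.

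The total count lay between 16464410 and 16682764, with a median of 16594315 in control and 16642844 in Nrf2 overexpression. Whether reads were reduced to a common number before counting is not known, so that these totals are the depth of the counts and not necessarily that of the sequencing. The common biological coefficient of variation between replicates was 0.115. With 3 libraries per group, an exact two-sided permutation test cannot give a p-value below 0.1. Intervals on shares of counts are exact 95% Clopper-Pearson intervals and cover counting error only.

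Gene symbols came from the reference gene table for 13661 of the 13955 identifiers and from Supplementary Data 4 for 46 more, and 248 had none. Coordinates and exon lengths are those of Ensembl's annotation of BDGP6.54 and were used only by identifier. The genes absent from that annotation held from 6.07% to 6.4% of the counts of a library. Reads shared between paralogs, overlapping genes or antisense genes could not be separated. GC content was not tested, and lncRNA:roX1, lncRNA:roX2, vas and RpL27A were not analysed here.

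Counts were tested with edgeR 4.0.16 in R 4.3.3 with TMM scaling, filterByExpr and the quasi-likelihood test, with Benjamini-Hochberg adjustment over 8361 genes. Genes were called higher at an adjusted p-value under 0.05 and a fold change of at least 1.4, and lower at a fold change of at most 0.6. Standard errors of log2 fold changes were computed from the fitted value and its F statistic. The alternatives were DESeq2's size factors, upper-quartile scaling and total counts in edgeR, the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter on low counts, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, other fold limits and an adjusted p-value under 0.01. These were set before the data were examined. The removal of a trend with exon length, by loess with a span of 0.5 within each library, was added after the data were seen. The procedures were tested on simulated data, in which edgeR's test at an adjusted p-value under 0.05 recovered 93.4% of 196 changed genes among 8272 tested, and DESeq2 and limma-voom recovered 93.4% and 93.9%. The changed genes had log2 fold changes of 1 or 2 in size, so the recovery of smaller changes was not measured. Those data had no trend with exon length. With one simulated at a slope of 0.3, edgeR's test called 2348 of the unchanged genes, or 726 with the fold limits, and 12 or 9 once the trend was removed. The slope in the libraries was 0.206, and the calls given at the claims are from the fit without its removal.

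5 families were tested as sets with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Lists of male germline, fat body, muscle and haemocyte markers and of Nrf2 pathway genes were set at the same time, and a list of ecdysone-response genes before their values were seen. A gene was taken as switched on or off when it had at most 3 counts in every library of one genotype and at least 50 normalized counts in every library of the other. The genes named are those the paper names, the 15 screen hits, the 5 largest increases and 5 largest decreases among called genes with a mean of at least 50 normalized counts and no overlap between genotypes, the switched genes and the genes of a list a sentence is about. The screen, the imaging data and the RpS3 and Mahjong mutant RNA-seq were not analysed here. Supplementary Data 4 gave some of the gene symbols and the limits for calling genes. Otherwise it was used only for its counts of genes and for single genes, as the copy used here is shortened.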

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

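The tests of germline carry-over, depth and neighbouring genes were chosen after these results were seen, as was that of reads shared by Rpt6R and Rpt6.

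A signal appeared in Nrf2 overexpression in genes close to absent from the control, which the paper's text does not discuss, although its Supplementary Data 4 lists them as higher and blanks is also in Supplementary Data 5. In all, 7 genes had at most 3 counts in every control library and at least 50 normalized counts in every Nrf2 overexpression library: Rpt6R, blanks, Rab9E, Rab9Fa, Rab9D, Rab9Db and CG12911. Rpt6R was at least 1178-fold higher, blanks at least 61.3-fold and CG12911 at least 21.2-fold. Conversely, 6 genes were switched off, namely Cyp4p2, CG15236, Klp54D, unc-13-4A, toy and CG5282. With a floor of 0 counts, 4 genes were switched on and 1 off, and with at least 20 normalized counts, 16 were switched on and 9 off. The Rab9 genes are near-identical paralogs, whose separate counts are uncertain.

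Several technical explanations are argued against by the tables. The mean total count was 0.422% higher in Nrf2 overexpression, too little for a difference in the depth of the counts; the depth of the sequencing before any reduction to a common number of reads is not known. Carry-over of male germline cells would bring their abundant transcripts, but the highest count of any of the 13 male germline markers in an Nrf2 overexpression library was 4. Reads shared between Rpt6R and Rpt6 would have appeared in control as well, where Rpt6 had at least 4207 counts and Rpt6R at most 3. Strain differences at single loci between the genotypes cannot be told apart from an effect of Nrf2. If they acted over several genes at once, switched genes may lie side by side, but 0 of the 9 switched genes outside the Rab9 paralogs lay beside another switched gene, and random sets of 9 genes had a median of 0, so the test had little reach. CG34215 and CG9445, chosen after their values were seen, lie beside CG15236 and fell from 16, 23 and 21 counts and from 12, 19 and 17 counts in control to 0 in every Nrf2 overexpression library. Both overlap the interval of CG15236, and a loss of all 3 is what a strain difference at that locus would give. Reads of CG15236 counted on the overlapping genes would give the same, whatever the cause of its loss. As reads of overlapping genes could not be separated, CG34215 and CG9445 do not decide between these. The Methods give both genotypes with the same driver, whereas the titles of the control samples name yw, and neither gives the parents crossed. The strain explanation therefore stays open. An effect of Nrf2 on these genes was not tested apart from it.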

How the results depend on the processing

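The number of genes called higher or lower stayed within 1.5 times the reported count under every change of scaling, test, filter or adjusted p-value tried, the removal of the length trend included, and moved beyond that only with the fold limits. With limits of 1.4 and its inverse, 1760 genes were lower, against 1033. With limits of 1.67 and 0.6, 1026 genes were higher, against 1711. With limits of 2 and 0.5, 599 genes were higher and 567 lower, and 66 of the genes of Supplementary Data 5 were called higher, against 118. The size of the excess of higher genes therefore depends on the fold limits, which the alternative's own construction shows, and also on the scaling. Upper-quartile scaling gave 1440 higher and 1217 lower genes (54.2% higher), and total counts only gave 1937 and 887 (68.6%). Without fold limits, higher genes were 43.3% and 54.1% under these scalings, against 49.4%. Across the 6 fits that each left out a single library, from 1582 to 1842 genes were higher and from 881 to 1157 lower, the median log2 fold change of the genes of Supplementary Data 5 ran from 1.06 to 1.20, and the log2 fold change of cnc from 5.89 to 6.36. The highest of these medians came without Nrf2 overexpression replicate 3; the cause was not tested.

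No clear pairing of the samples by replicate number was seen. Pairing cannot be excluded, as libraries of different numbers were not compared in the same way. The deviations of same-numbered libraries from their group means had correlations of -0.188, 0.089 and 0.13 across genes, which are not independent replicates. With the replicate block, 1681 genes were higher and 1018 lower, the log2 fold change of cnc was 6.04, and the adjusted p-value of Dcp-1 was 0.0533 and that of RpS23 0.0572.

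The family results depended on how correlation between genes was handled. With the correlation estimated, no family passed, with an adjusted p of 0.57 for cytosolic ribosomal protein genes and glutathione S-transferase genes and 0.388 for proteasome subunit genes and cytochrome P450 genes. Under fry, the adjusted p of cytosolic ribosomal protein genes was 0.0726. The cause was not tested.

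Of the single genes, RpS26 changed sign when a library was left out. Its log2 fold change ran from -0.203 to 0.015 across the 6 fits, the highest being that without Nrf2 overexpression replicate 3, and did not pass the threshold in any of them; the cause was not tested. With the length trend removed, an alternative added after the data were seen, the log2 fold change changed sign for GstD1 (0.15), maf-S (0.15), RpS26 (0.003), mahj (-0.16) and ci (-0.15). None of these passed the threshold in that fit, and the cause was not tested. In the same fit RpS3 passed the threshold (0.44), and GstE1, Gclc and RpS23 no longer did. The switched genes depended on their limits, with 4 switched on and 1 off at a floor of 0 counts, and 16 switched on at 20 normalized counts. At the lowest depth of 16464410 counts, genes such as upd2 had too few counts to be tested.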

Differences from the paper's values

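No value of the paper that was set beside a value of this work differed by more than the limits used. The paper's 1779 higher genes stand against 1711, and 982 lower genes against 1033. DESeq2's size factors in edgeR gave 1779 higher and 987 lower genes. The paper's 121 genes stand against 118 called higher here, and 120 were called with DESeq2's size factors, with total counts only and with the Wald test of DESeq2. Ctu2 and Elba2, which the paper lists as higher, were called higher under each of these, and also without control replicate 2, without Nrf2 overexpression replicate 3 and with the length trend removed, an alternative chosen after seeing the values; Elba2 was also called without Nrf2 overexpression replicate 2. CG11893, also listed by the paper, was called only without a filter on low counts and without control replicate 2 or Nrf2 overexpression replicate 1. The paper's log2 fold change is 6.13 for cnc, where 6.11 was found, and 1.42 for Xrp1, where 1.40 was found.

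The paper describes its screen as made on genes upregulated in all the loser conditions and names Gclc as a hit. Gclc is not among the genes of Supplementary Data 5, nor among the higher genes of Supplementary Data 4. Its fold change here was 1.37, under the limit of 1.4, with an adjusted p of 0.0189 from edgeR's quasi-likelihood test. It reached the limit with total counts only (fold change 1.42), and without control replicate 1, Nrf2 overexpression replicate 1 or Nrf2 overexpression replicate 3.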

Other observations

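The removal of the length trend, the tests of the trend and that of muscle cells were chosen after the pattern was seen; the values of the ecdysone-response list were not seen before it was written.

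The fold change rose with the length of a gene's exons. Across the 8159 tested genes with a length, which are not independent replicates, Spearman's rho was 0.386. The median log2 fold change was -0.42 in the 1632 genes with the shortest exons in total and 0.35 in the 1632 with the longest. Ribosomal protein genes do not account for it, as rho was 0.373 without the 153 of them. The trend also differs between libraries of one genotype, with rho as large as 0.549 in size between Nrf2 overexpression replicates 1 and 2 and -0.50 between control replicates 1 and 2. This is consistent with a length bias that varies from library to library. A bias shared by the libraries of one genotype, as from RNA quality or library batch, cannot be told apart from an effect of Nrf2, since rho was positive, at least 0.137, in all 9 pairs of different genotypes, and the labels and the paper's text give no batch. A simulated trend with a slope of 0.3, against 0.206 in the libraries, made edgeR's test call 726 unchanged genes at the fold limits, so part of the calls may come from such a bias. The trend is not the whole cause of the calls. Once it was removed, 1486 genes were higher and 709 lower, and 67.5% of the calls, 1852 of 2744, remained. Of the lower calls 59.5% were kept and of the higher calls 72.3%. Of the 118 called genes of Supplementary Data 5, 109 remained, or 92.4%.

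Families moved apart. All 35 proteasome subunit genes, Rpt6R among them, were higher, with a median log2 fold change of 0.82 (camera adjusted p = 1.11e-13, fry adjusted p = 5.98e-04). Of 36 cytochrome P450 genes, 23 were higher and 6 lower (median 0.82, camera adjusted p = 9.63e-04, fry adjusted p = 0.00216). Of 24 glutathione S-transferase genes, 2 were higher and 12 lower (median -0.30, camera adjusted p = 0.0251, fry adjusted p = 0.0473). Of 77 cytosolic ribosomal protein genes, 44 were lower (median -0.37, camera adjusted p = 1.17e-05, fry adjusted p = 0.0726). Of 36 cuticle protein genes, 14 were higher and 5 lower (median 0.19, camera adjusted p = 0.0751, fry adjusted p = 0.0523). No family passed with the correlation estimated. The medians were the same with genes at or under 3 counts in one genotype set at their lower bounds. Each median kept its sign under the 3 other scalings, but with the length trend removed that of ribosomal protein genes was 0.09, that of glutathione S-transferase genes -0.03, that of cuticle protein genes 0.80, that of proteasome subunit genes 1.06 and that of cytochrome P450 genes 0.87. The median of cuticle protein genes also ran from -0.001 without control replicate 1 to 0.42 without Nrf2 overexpression replicate 3.

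The genes that fell most include Hr3 and Blimp-1, which respond to the steroid hormone ecdysone. A candidate explanation is lower ecdysone signalling or a younger stage of the Nrf2 overexpression discs, although wandering larvae were selected in both genotypes. Of 13 other ecdysone-response genes, 10 were tested, 5 were lower and 1 higher, with a median log2 fold change of -0.61 (-0.99 with the length trend removed). That median lay at the 0.52 percentile of 10000 random lists matched on mean expression. Fry gave p = 0.00258, but camera gave p = 0.149 at the preset and 0.237 at the estimated correlation. ImpE3 (log2 fold change -3.49), Cyp18a1 (-2.86), vri (-2.17), ImpL2 (-1.32) and Eip75B (-1.06) fell, whereas ftz-f1 rose (2.77). Signalling, stage and a direct effect of Nrf2 cannot be told apart, as they go with the genotype.

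The 10 splits of the 6 libraries into groups of 3 and 3 were compared. Only 1 of the 10 splits, that by genotype, gave as many genes called in either direction, and the others gave 0. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, the split by genotype gave 2760 higher and 2802 lower genes, and the others gave at most 189 and 229. With 10 splits, the share cannot fall below 0.1.

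Of the other genes the paper names, Dronc fell (log2 fold change -1.10, standard error 0.07, adjusted p = 5.88e-06 from edgeR's quasi-likelihood test). Rab5 (-0.42), RpS23 (-0.44) and Dcp-1 (-0.29) fell by less, the last with an adjusted p of 0.0202. Without control replicate 2, control replicate 3, Nrf2 overexpression replicate 2 or Nrf2 overexpression replicate 3, the adjusted p of Dcp-1 was 0.0634, 0.0681, 0.0892 and 0.0709. That of RpS23 was 0.0126, and rose to 0.0563 without control replicate 2 and 0.0531 without control replicate 3. Myc (0.81) and l(2)gl (0.84) rose, and did so by less once the length trend was removed (0.35 and 0.50). RpS3, RpS26, mahj, upd1, upd3 and ci did not pass the threshold, although mahj did without Nrf2 overexpression replicate 1 (adjusted p = 0.0372).

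Marker lists bore on other tissues. They do not settle the sex of the larvae, as the male-specific lncRNA:roX1 and lncRNA:roX2 were not analysed here. The highest count of a male germline marker in any library was 16. Of the genes on the Y chromosome, FDY had between 315 and 603 counts and CR40801 between 19 and 31, the others at most 2. FDY fell with a log2 fold change of -0.78; where its reads came from was not tested. The summed fat body markers, all 6 of them tested, ranged from 11.1 to 505 CPM, the highest in control replicate 2 (exact permutation test of the sums, two-sided p = 0.4). The median log2 fold change of the markers was -2.05. That median rests on control replicate 2, without which it was -0.01. The 3 haemocyte markers tested had a median of -0.69, and moved apart, Ppn falling from 5967 to 3162 normalized counts and Pxn rising from 172.6 to 250.1. Their median was -0.30 without Nrf2 overexpression replicate 3. The summed CPM of all 5 haemocyte markers, most of it from Ppn, gave p = 0.1 in the same exact test, the smallest 3 against 3 allow, which is not a test of the median.

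Mlc2, a muscle gene of Supplementary Data 5 chosen after its value was seen, rose with a log2 fold change of 1.50 (standard error 0.32). Carry-over of muscle cells may contribute. The 9 muscle markers had a median log2 fold change of 0.97, which was 0.28 without Nrf2 overexpression replicate 1 and 1.75 without control replicate 2. Their summed CPM gave p = 0.6 in a two-sided exact permutation test, in which 3 against 3 cannot go below 0.1, and while Mhc rose (1.92), Act87E fell (-1.09). Act57B and Act87E were already high in control, which would hide a small share of muscle, so this cannot be told apart from a change in disc cells.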
